# KCTD1/KCTD15 complexes control ectodermal and neural crest cell functions, and their impairment causes aplasia cutis

**DOI:** 10.1172/JCI174138

**Published:** 2023-12-19

**Authors:** Jackelyn R. Raymundo, Hui Zhang, Giovanni Smaldone, Wenjuan Zhu, Kathleen E. Daly, Benjamin J. Glennon, Giovanni Pecoraro, Marco Salvatore, William A. Devine, Cecilia W. Lo, Luigi Vitagliano, Alexander G. Marneros

**Keywords:** Dermatology, Development, Embryonic development, Mouse models, Skin

## Abstract

Aplasia cutis congenita (ACC) is a congenital epidermal defect of the midline scalp and has been proposed to be due to a primary keratinocyte abnormality. Why it forms mainly at this anatomic site has remained a long-standing enigma. *KCTD1* mutations cause ACC, ectodermal abnormalities, and kidney fibrosis, whereas *KCTD15* mutations cause ACC and cardiac outflow tract abnormalities. Here, we found that KCTD1 and KCTD15 can form multimeric complexes and can compensate for each other’s loss and that disease mutations are dominant negative, resulting in lack of KCTD1/KCTD15 function. We demonstrated that KCTD15 is critical for cardiac outflow tract development, whereas KCTD1 regulates distal nephron function. Combined inactivation of KCTD1/KCTD15 in keratinocytes resulted in abnormal skin appendages but not in ACC. Instead, KCTD1/KCTD15 inactivation in neural crest cells resulted in ACC linked to midline skull defects, demonstrating that ACC is not caused by a primary defect in keratinocytes but is a secondary consequence of impaired cranial neural crest cells, giving rise to midline cranial suture cells that express keratinocyte-promoting growth factors. Our findings explain the clinical observations in patients with *KCTD1* versus *KCTD15* mutations, establish KCTD1/KCTD15 complexes as critical regulators of ectodermal and neural crest cell functions, and define ACC as a neurocristopathy.

## Abstract 2

<p>Loss of KCTD1/KCTD15 function in neural crest cells causes scalp aplasia cutis, whereas their loss in keratinocytes results in skin appendage defects.</p>

## Introduction

Aplasia cutis congenita (ACC) manifests with a congenital localized epidermal thinning (membranous ACC) or skin wound most commonly along the midline and vertex area of the scalp (1). Absence of skin at other anatomic sites and associated with various disorders has been reported as well, but these manifestations represent likely distinct clinical entities with a different pathogenesis (2). Since the description of scalp ACC centuries ago (3), it has remained a long-standing enigma why it occurs and, especially, why it is localized in most cases particularly at a defined anatomic site on the midline scalp without affecting other areas of the skin and without causing generalized skin and wound healing abnormalities in the adult. It has been postulated that ACC is the result of a primary defect in keratinocytes that results in their delayed migration or proliferation, leading to a skin closure defect of the rapidly expanding embryonic head where mechanical tension is particularly high (4–6). However, the molecular pathomechanisms and cellular origin of ACC remain unknown. Recently, missense mutations in the transcriptional regulators *KCTD1* and *KCTD15* have been linked to syndromes in which ACC occurs, in addition to various other clinical abnormalities (7, 8).

KCTD1 belongs to the family of BTB (bric-à-brac, tramtrack, broad complex) domain–containing proteins (9). A comprehensive understanding of the in vivo functions of KCTD1 is lacking. Heterozygous missense mutations in *KCTD1* lead to autosomal dominant scalp-ear-nipple (SEN) syndrome, which manifests primarily with scalp ACC, various additional ectodermal abnormalities (sparse hair, absence of incisors, anhidrosis, hypoplasia or absence of nipples/breasts), and facial dysmorphism, as well as progressive renal fibrosis (7, 10, 11). KCTD1 represses the transactivation of the transcription factor AP-2α through binding via its BTB domain, and *KCTD1* mutations in SEN syndrome abrogate the binding and inhibitory activity of KCTD1 on AP-2α, resulting in increased transcriptional activity of AP-2α (12–14). Notably, mutations in the *KCTD1* paralog *KCTD15* have been reported to cause ACC, frontonasal dysplasia, and cardiac outflow tract defects (8). Through which pathomechanisms *KCTD1* and *KCTD15* mutations cause these developmental defects remains unknown.

Here, we uncover the pathomechanistic basis and cellular origins of the clinical manifestations in patients with *KCTD1* or *KCTD15* mutations. Our data establish critical roles of KCTD1 and KCTD15 in keratinocytes for the formation of skin appendages (hairs, sebaceous glands, and eccrine sweat glands), whereas KCTD1 is critical for distal nephron function and KCTD15 is required for the proper development of the perimembranous ventricular septum and the aortic valve in the heart. Furthermore, we show that KCTD1 and KCTD15 control cranial neural crest cell (NCC) functions and that the combined loss of both KCTD1 and KCTD15 in NCCs results in ACC-like lesions of the midline scalp that are linked to midline cranial suture defects, establishing ACC as a neurocristopathy. Moreover, we show that KCTD1 and KCTD15 in NCCs are essential for the formation of nasal bones and incisors. Our findings demonstrate that ACC is not caused by a primary keratinocyte defect but instead is a secondary consequence of impaired NCCs that give rise to bones/sutures of the developing midline skull underlying ACC lesions and that normally express keratinocyte-promoting growth factors. Collectively, our data establish KCTD1 and KCTD15 as critical regulators of ectodermal and NCC functions, and their cell type–specific expression pattern explains the various clinical manifestations in patients with mutations in *KCTD1* or *KCTD15*.

## Results

### KCTD1 and KCTD15 can interact with each other in multimeric complexes.

To identify proteins that interact with KCTD1, we overexpressed FLAG-tagged KCTD1 in HEK293 cells and performed immunoprecipitation (IP) followed by mass spectrometry. KCTD15 was the top-ranking protein identified as a KCTD1-interacting protein (Figure 1A). Additionally, TFAP2A (AP-2α) was found to interact with KCTD1 as well (Figure 1A). The identification of AP-2α and KCTD15 as binding proteins of KCTD1 is consistent with the previously published interaction between KCTD1 and AP-2α as well as KCTD15 and AP-2α (14, 15). Overexpression of FLAG-tagged KCTD15 in HEK293 cells and IP followed by mass spectrometry identified KCTD1 as the top-ranking KCTD15-interacting protein (Figure 1A). Co-IP experiments confirmed that KCTD1 and KCTD15 form protein complexes (Figure 1, B and C). The paralogs KCTD1 and KCTD15 belong to the family of BTB domain–containing proteins and have a high degree of sequence similarity (Figure 1D). X-ray crystallography showed that KCTD1 BTB domains (9) and the full-length proteins (Protein Data Bank 6S4L) form pentameric ring structures with plasticity in the KCTD1 rings, and modeling shows an almost identical structure for KCTD15 (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI174138DS1). This high sequence identity, together with the finding of the formation of protein complexes that contain KCTD1 and KCTD15, suggests that KCTD1 proteins form not only homo-oligomers but can also form hetero-oligomers with KCTD15 in vivo depending on the amounts of KCTD1 and KCTD15 present in a specific cell type. AlphaFold prediction suggests that KCTD1 and KCTD15 can form stable pentameric homomers and heteromers in any stoichiometry and that the tendency of the C-terminal domain to cross-associate into heteromers is higher than its tendency to self-associate into homomers (Figure 1, E and F, and Supplemental Figure 1B). In contrast, binding between homomeric pentamers is not predicted to be stable (Figure 1F). Thus, KCTD1 and KCTD15 are likely interchangeable within this pentameric structure depending on the abundance of KCTD1 versus KCTD15 in a cell type–dependent manner. Notably, a p.Asp104His mutation in the BTB domain of *KCTD15* has been reported to cause scalp ACC in a family in an autosomal dominant manner, similarly as observed in SEN syndrome families with *KCTD1* mutations (8). This p.Asp104His *KCTD15* mutation disrupts an intersubunit salt bridge with Arg118 of the adjacent KCTD15 or with the equivalent Arg92 of the KCTD1 subunit (Figure 1G), which would be predicted to destabilize pentameric assembly, similarly as reported for *KCTD1* mutations found in SEN syndrome (13). This *KCTD15* mutation and the *KCTD1* mutations in SEN syndrome affect amino acids that are conserved between these 2 highly homologous proteins (Figure 1D). Thus, the overlapping skin abnormalities in patients with mutations in *KCTD1* or *KCTD15* are consistent with a shared molecular function of these closely related paralogs in the developing skin and suggest that these missense mutations in *KCTD1* and *KCTD15* may act in a dominant-negative manner and inactivate KCTD1/KCTD15 complexes.

### Dominant-negative effects of KCTD1 mutations.

SEN syndrome–causing *KCTD1* mutations favor an amyloid-like aggregation propensity of KCTD1 (13). We hypothesized that heterozygous SEN syndrome–causing *KCTD1* missense mutations exert a dominant-negative effect by causing an amyloid-like aggregation that sequesters not only mutant but also wild-type (WT) KCTD1 and/or KCTD15 that interact in oligomers, and thereby result in an inactivation of both KCTD1 and KCTD15. Thus, we assessed the amyloid-like aggregation propensity of WT KCTD1 (KCTD1^WT^) versus mixtures of KCTD1^WT^ with KCTD1^H74P^ or KCTD1^G62D^ (two SEN syndrome mutants [Figure 2A]) by performing thioflavin T fluorescence experiments (500 nM KCTD1^WT^ mixed with 100 nM KCTD1^H74P^ or KCTD1^G62D^). Amyloid-like aggregation was detected for the 2 mixtures but not for KCTD1^WT^ alone (Figure 2B). If a 1:5 ratio of mutant KCTD1 to KCTD1^WT^ leads to aggregation of KCTD1^WT^, then we would expect that this mixture would also prevent the observed binding of KCTD1 to AP-2α (a functional readout for KCTD1 activity, as KCTD1 binding to AP-2α is required for its inhibitory effect on the transcriptional activity of AP-2α; refs. 12, 13), whereas if only the mutant but not the WT KCTD1 would aggregate, then we would expect that the WT protein would still be able to bind to AP-2α. We found in KCTD1/AP-2α binding assays that whereas KCTD1^WT^ bound to AP-2α in a dose-dependent manner with submicromolar affinity (*K_D_* = 30 nM), the addition of KCTD1^H72P^ or KCTD1^G62D^ to KCTD1^WT^ completely prevented AP-2α binding despite the relative abundance of KCTD1^WT^ (Figure 2C). The combination of these 2 experiments suggests that SEN syndrome–causing *KCTD1* mutations exert their effects through a dominant-negative mechanism in which mutant KCTD1 proteins sequester normal KCTD1 or KCTD15 proteins that are part of their molecular complexes and, thereby, abrogate their functional activity. Consistent with this conclusion, we observe in keratinocyte cultures that KCTD1^WT^ overexpression does not result in cellular aggregates, whereas increasing ratios of KCTD1^H72P^ or KCTD1^G62D^ to KCTD1^WT^ lead to the formation of increasingly large intracellular aggregates that show intrinsic fluorescence (a feature of amyloid-like aggregates) (Figure 2D and Supplemental Figure 1C). These amyloid-like aggregates are detected by Amytracker, a fluorescent optotracer that labels protein aggregates with repetitive arrangement of β-sheets, identifying prefibrillar states of amyloids (Figure 2E and Supplemental Figure 1D). Similar results were also obtained in HEK293 and HeLa cells (Figure 3 and Supplemental Figures 2 and 3). The formation of amyloid-like KCTD1^WT^/KCTD1^H72P^ or KCTD1^WT^/KCTD1^G62D^ aggregates reduced cell viability of keratinocytes (Figure 2F). These aggregates were not found in the extracellular space. Similarly to the ACC-causing *KCTD1* mutants, the ACC-causing *KCTD15^D104H^* mutant resulted also in the sequestration of KCTD15^WT^ and the formation of amyloid-like aggregates (Figure 2, G and H). Moreover, while cotransfection of *KCTD1^WT^* with *KCTD15^WT^* resulted in subcellular colocalization without the formation of amyloid-like aggregates in HaCaT cells, HEK293 cells, and HeLa cells, the *KCTD15^D104H^* mutant sequestered *KCTD1^WT^* in amyloid-like aggregates and the *KCTD1^G62D^* and *KCTD1^H72P^* mutants sequestered *KCTD15^WT^* in amyloid-like aggregates (Figure 3 and Supplemental Figures 2 and 3). This finding is consistent with a dominant-negative effect of the ACC-associated *KCTD1* and *KCTD15* mutations that result in a loss-of-function effect of both KCTD1 and KCTD15 proteins.

KCTD1 and KCTD15 localize in cell lines in both the cytoplasmic and nuclear compartments, albeit the relative distribution differs between cell lines (Supplemental Figure 4, A and B, and Supplemental Videos 1 and 2). Immunolabeling shows that in both mouse and human epidermis KCTD1 and KCTD15 are mainly localized in nuclei of keratinocytes, consistent with their ability to inhibit the transcription factor AP-2α that shows nuclear localization (Supplemental Figure 4, C–E). Loss of AP-2α and AP-2β in keratinocytes does not prevent nuclear localization of KCTD1 and KCTD15 in epidermal keratinocytes in vivo and vice versa (Supplemental Figure 4, D and E).

### Expression pattern of Kctd1 and Kctd15.

To assess the cellular expression pattern of *Kctd1* and *Kctd15* in distinct tissues, we generated *Kctd1^lacZ/WT^* and *Kctd15^lacZ/WT^* reporter mice. We also analyzed single-cell RNA-Seq (scRNA-Seq) data sets from mice, humans, and primates at different developmental stages and in the adult. We found that, among other cell types, *Kctd1* and *Kctd15* are both expressed in keratinocytes of the epidermis, hair follicles, sweat glands, and teeth during development and in the adult, suggesting that KCTD1 and KCTD15 can compensate for each other’s loss in keratinocytes (Figure 4, A and B, and Supplemental Figures 5 and 6). An overlap in expression was also found in NCC populations, albeit *Kctd15* was more highly expressed than *Kctd1* in various NCC-derived cell subpopulations, such as in melanoblasts/melanocytes (Figure 4, C–F, and Supplemental Figures 6–8) (16–22). In contrast, in the distal convoluted tubule of the kidney, high expression was detected only for *Kctd1* but not for *Kctd15* (Supplemental Figure 9, A and B).

To provide in vivo evidence that KCTD1 and KCTD15 may have interchangeable and compensatory functions in a specific cell type where both are expressed and that the severity of a phenotype correlates to the degree of the combined loss of overall KCTD1/KCTD15 activity, we assessed the consequence of the loss of KCTD1 and KCTD15 in melanoblasts/melanocytes. NCC-derived melanocytes show higher expression of *Kctd15* than *Kctd1* in the developing skin (Figure 4G). Consistent with this difference, inactivation of KCTD15 in NCCs (*Wnt1Cre^+^Kctd15^fl/fl^* mice) resulted in a white belly patch, a loss-of-pigmentation phenotype with absence of melanocytes that is pathognomonic for an NCC-derived melanoblast migration defect (Figure 4H). In contrast, loss of KCTD1 (*Kctd1^–/–^* mice) or heterozygosity for both in NCCs (*Wnt1Cre^+^Kctd1^fl/WT^Kctd15^fl/WT^* mice) did not result in a pigmentation defect. This suggests that, because of the higher expression of *Kctd15* over *Kctd1* in melanocytes, loss of KCTD15 cannot be compensated for by KCTD1, whereas loss of KCTD1 can be compensated for by KCTD15. *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/WT^* (*Kctd1*-KO, *Kctd15*-heterozygous) mice developed smaller white patches than *Wnt1Cre^+^Kctd15^fl/fl^* (*Kctd15*-KO) mice, whereas *Wnt1Cre^+^Kctd1^fl/WT^Kctd15^fl/fl^* (*Kctd1*-heterozygous, *Kctd15*-KO) mice developed larger white patches than *Wnt1Cre^+^Kctd15^fl/fl^* (*Kctd15*-KO) mice (Figure 4I). This demonstrates that if heterozygosity for *Kctd15* in NCCs is present, KCTD1 can compensate for the reduced KCTD15 levels and prevent the pigmentation defect, whereas if KCTD1 is lacking, this compensation is not present and small white belly patches form. Thus, the size of the pigmentation defect correlates with the extent of the loss of overall KCTD1/KCTD15 activity, consistent with interchangeable functions and compensation mechanisms between KCTD1 and KCTD15 in vivo.

The pigmentation abnormalities in *Wnt1Cre^+^Kctd15^fl/fl^* mice resemble those in *Wnt1Cre^+^Pax3^fl/fl^* mice (23), PAX3 being a key regulator of NCCs. Knockdown of *Pax3* in melanoblasts resulted in reduced expression of *Kctd15* (Figure 4J), indicating that KCTD15 may function downstream of PAX3 in these cells during development.

### Compensation between KCTD1 and KCTD15 in keratinocytes.

To assess possible compensation effects between KCTD1 and KCTD15 in keratinocytes and to test whether ACC is a consequence of a primary keratinocyte defect, we inactivated both *Kctd1* and *Kctd15* selectively in keratinocytes (using *K14Cre* mice). Consistent with an interchangeable function between KCTD1 and KCTD15 in keratinocytes, neither *K14Cre^+^Kctd1^fl/fl^* mice nor *K14Cre^+^Kctd15^fl/fl^* mice showed an apparent skin or hair phenotype, whereas inactivation of both *Kctd1* and *Kctd15* in keratinocytes (*K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice) resulted in skin and hair abnormalities that phenocopied the sparse hair and anhidrosis clinical findings in SEN syndrome patients with *KCTD1* mutations. This observation is consistent with a dominant-negative effect of these *KCTD1* mutations that result in a combined loss of KCTD1/KCTD15 function. However, no ACC-like lesions were observed in *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice, suggesting that ACC occurs due to a primary loss of KCTD1/KCTD15 function in a cell type other than keratinocytes.

*K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice developed hair follicle abnormalities and a postnatal growth retardation, associated with reduced skin thickness and a delay in hair growth and skin maturation (e.g., a delay in the opening of the eyelids and the formation of interdigital web spaces), a generalized sparseness of the fur coat, and structural hair abnormalities, as well as abnormal whisker hair follicles with curly whiskers (Figure 5, A–G, Figure 6, A and B, and Supplemental Figure 10, A–E). Sebaceous glands, which still expressed their differentiation marker SCD1, were markedly diminished (Figure 6, C and D, and Supplemental Figure 10F). Eccrine sweat gland numbers in footpads were strongly reduced in *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice, consistent with the reported anhidrosis in SEN syndrome patients (Figure 6D). Thus, KCTD1/KCTD15 complexes are key regulators of the formation of skin appendages (hair follicles, sebaceous glands, eccrine sweat glands).

RNA-Seq of full-thickness skin from the back of P4 *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice versus WT littermates showed a strong increase in the expression of the alarmin keratins *Krt6* and *Krt16* and the hair follicle stem cell regulator *Foxi3*, as well as *Stfa2*, which plays a role in epidermal differentiation (Figure 7, A–C). 

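Total RNA from the full-thickness back skin of 3 WT mice and of 3 mice labelled DKO (*K14Cre+Kctd1 fl/flKctd15 fl/fl*), all at P4, was sequenced with 1 library per mouse. The authors depleted rRNA, trimmed the paired-end reads, mapped them to GRCm38 with STAR and counted them on annotated genes with featureCounts. The deposited values are these counts per gene, without normalization, for 49315 genes. WT replicates 1 to 3 held 17470709, 17643043 and 14836798 counts on genes, with a median of 17470709. The libraries labelled DKO held 11263863, 14950538 and 15050299 counts, with a median of 14950538. A count of 3, taken as the smallest count that can be told from 0, corresponds to between 0.17 and 0.266 CPM (counts normalized to library size) across the 6 libraries. These limits cover counting error only, since PCR copies were not told apart. Genes with enough counts for a test were chosen by edgeR's filterByExpr, which left 20168 genes, and counts were normalized by edgeR's TMM method. The groups were compared with edgeR's quasi-likelihood F test, and a gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 1, which are the paper's thresholds. The paper's methods name DESeq2 for this comparison, and DESeq2 was run as an alternative. With 3 mice against 3, an exact permutation test of a single gene cannot give a two-sided p-value below 0.1.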

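The targeted genes were read first. *Kctd1* (ENSMUSG00000036225, GRCm38 chromosome 18, 14968685 to 15151446) had a normalized count of 432 ± 19.0 (SD, n = 3) in WT skin and 742 ± 240 (SD, n = 3) in skin labelled DKO, and *Kctd15* (ENSMUSG00000030499, chromosome 7, 34639014 to 34656732) had 745 ± 15.5 and 1321 ± 189. Both genes were higher in each library labelled DKO than in each WT library, and neither passed the threshold (adjusted p = 0.342 and 0.107, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out DKO replicate 1 brought the adjusted p-values of that test to 0.0335 for *Kctd1* and 0.0173 for *Kctd15*. The floxed exon is 145 bp, or 4.04% of the counted length, in *Kctd1* and 176 bp, or 4.15%, in *Kctd15*, so counts per gene do not show whether it was lost, and every direction given here rests on the labels. The paper's methods report loss of these exons by RNA-Seq, in epidermal sheets of each single mutant and in mice of the DKO genotype. Whether that check covered these libraries is not given.
*Krt16* (ENSMUSG00000053797, chromosome 11, 100246091 to 100248902) had a normalized count of 235 ± 83.3 (SD, n = 3) in WT skin and 2764 ± 341 (SD, n = 3) in skin labelled DKO. Its log2 fold change was 3.56 with a standard error of 0.265 (adjusted p = 0.00148, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *Stfa2* (ENSMUSG00000022902, chromosome 16, 36403946 to 36408363), the normalized counts were 237 ± 35.9 and 2253 ± 200, and the log2 fold change was 3.25 with a standard error of 0.158 (adjusted p = 5.56e-05, same test and adjustment in edgeR). *Stfa2* lies in a cluster of related genes among which the counting could have divided reads. Leaving out each mouse in turn kept both genes past the thresholds, with log2 fold changes between 3.28 and 3.71 for *Krt16* and between 3.16 and 3.37 for *Stfa2*. Among the paralogs named *Krt6*, *Krt6b* (ENSMUSG00000023041, chromosome 15, 101676034 to 101680289) rose from 20.4 ± 8.89 to 273 ± 272 normalized counts (SD, n = 3), a log2 fold change of 3.71 with a standard error of 0.686. The DKO values of *Krt6b* were 586, 124 and 109 normalized counts, and its adjusted p-value in edgeR was 0.146, against 0.0095 without DKO replicate 1, where the log2 fold change was 2.48. *Krt6a* (ENSMUSG00000058354, chromosome 15, 101689932 to 101694307), to which the counting could have assigned reads of *Krt6b*, had 1980 ± 577 and 2819 ± 601 normalized counts, with overlapping groups and an adjusted p-value of 0.673 in edgeR. *Foxi3* (ENSMUSG00000055874, chromosome 6, 70956531 to 70961066) had 18.8 ± 8.19 and 86.2 ± 29.7 normalized counts (SD, n = 3), a log2 fold change of 2.20 with a standard error of 0.392, and an adjusted p-value of 0.131 in edgeR. *Krt6b* and *Foxi3* were called with no filter on low counts in edgeR (adjusted p = 3.76e-08 and 1.22e-04) and with DESeq2 (0.0032 and 1.13e-04), while *Krt6a* was called under none of the settings, with adjusted p-values from 0.161 with the replicate block to 1 without WT replicate 3.

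**Figure D1:**
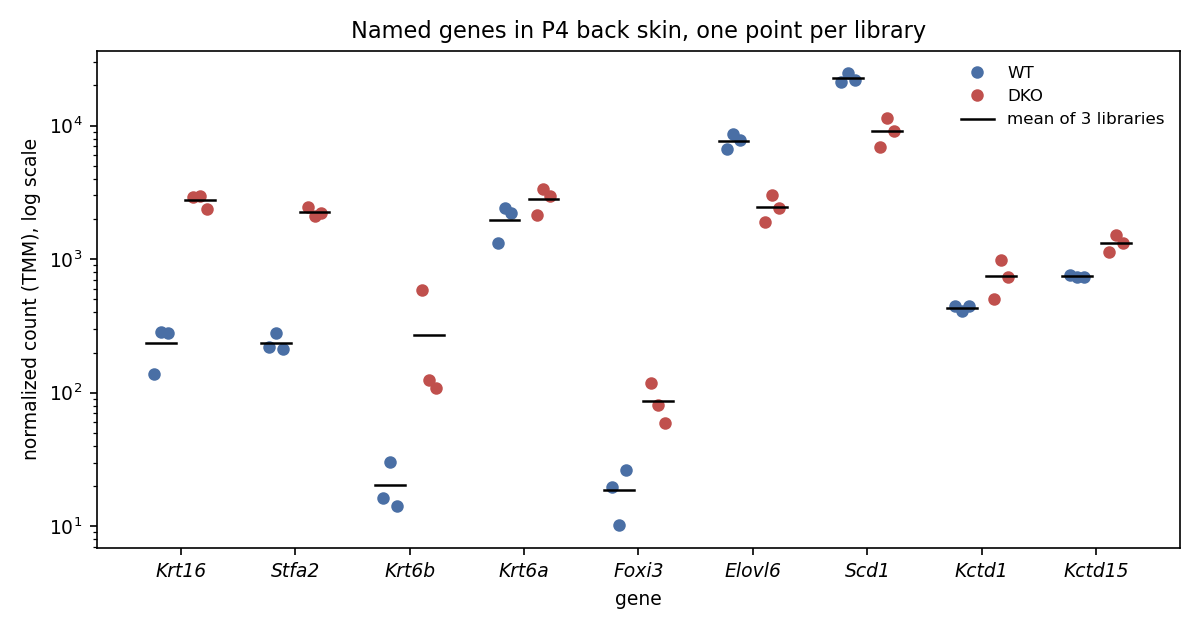
Normalized counts (TMM, log axis) of 9 genes in P4 back skin, with 1 point per library in WT (blue) and in libraries labelled DKO (red) and a black line at the mean of 3 libraries. The points of *Krt16* lie between 139 and 284 in WT and between 2372 and 2992 in DKO, and those of *Krt6a* overlap.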

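*Elovl6* (ENSMUSG00000041220, GRCm38 chromosome 3, 129532355 to 129638495) and *Scd1* (ENSMUSG00000037071, chromosome 19, 44394451 to 44407709) encode a fatty acid elongase and a fatty acid desaturase. In P4 back skin, *Elovl6* had 7726 ± 946 normalized counts (SD, n = 3) in WT mice and 2448 ± 572 (SD, n = 3) in mice labelled DKO, a log2 fold change of -1.66 with a standard error of 0.185 and an adjusted p-value of 0.0155 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call of *Elovl6* was lost without WT replicate 1, 2 or 3 or without DKO replicate 3, with adjusted p-values of 0.0642, 0.125, 0.173 and 0.107, while the log2 fold change stayed between -1.84 and -1.52 across the fits that each left out 1 mouse. *Scd1* had 22619 ± 1757 and 9151 ± 2259 normalized counts, a log2 fold change of -1.31 with a standard error of 0.189. Its adjusted p-value of 0.0617 in edgeR did not pass the threshold, although each library labelled DKO was lower than each WT library. The alternative that moved *Scd1* most was DESeq2, which gave an adjusted p-value of 2.48e-08, and in edgeR *Scd1* was also called with the number shared by mice of both genotypes as a block (0.0137), with RLE size factors (0.0478), total counts (0.0258), no filter on low counts (2.37e-07), library sizes without the skeletal muscle list (0.0411) and no genes on chromosomes X and Y or the mitochondrial genome (0.0352), and without DKO replicate 1 (0.0106) or DKO replicate 2 (0.0143). It was not called with at least 10 counts in every library (0.052) or without WT replicate 1, 2 or 3 or DKO replicate 3 (from 0.161 to 0.31). Reads of *Scd1* and its paralogs could have been divided by the counting, and *Scd3* fell in the same direction (log2 fold change -2.37, adjusted p = 0.199 in edgeR) while *Scd2* had a log2 ratio of its mean normalized counts of -0.15.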

Genes downregulated in P4 skin of *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice included regulators of fatty acid metabolism (*Elovl6*, *Scd1*), which are expressed in the skin mainly in sebaceous glands (Figure 7, A and B, and Supplemental Figure 10F). This supports our finding of reduced sebaceous glands in *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice but not of a sebocyte differentiation block, as immunolabeling for the sebocyte differentiation marker SCD1 was observed in smaller sebaceous glands of these mice (Figure 6C). 

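Sebaceous gland markers were read as a list of 20 genes written before the data were examined, of which 17 had enough counts for a test. In skin labelled DKO, 15 of the 17 were lower than in WT skin, and the median log2 fold change was -0.35 (camera with a preset correlation of 0.01, adjusted p = 4.71e-08, Benjamini-Hochberg over 23 lists). Each library labelled DKO had a lower median for this list than each WT library, and with each mouse left out in turn the median stayed negative, with its largest move to -0.63 without DKO replicate 2. Over the list alone 8 of its genes passed an adjusted p-value under 0.05 ("adjusted over the list alone" by Benjamini-Hochberg from edgeR's p-values), and 0 passed over all genes tested. The members with the smallest p-values were *Far2*, *Scd3* and *Dgat2l6*, with log2 fold changes of -1.72, -2.37 and -1.07. Over all genes tested, their adjusted p-values were 0.068, 0.199 and 0.205 in edgeR and 0.012, 0.0437 and 0.0816 with the replicate block. DESeq2 gave 2.48e-08, 0.0475 and 0.00521, so the count of 0 members belongs to the main edgeR fit. *Scd1* and *Elovl6* are also made by adipocytes, which lie in the same full-thickness skin. A list of 29 adipocyte markers had a median of 0.21 (adjusted p = 0.0511 in camera). It passed in camera with the replicate block (0.0136), with total counts (0.0393), without the skeletal muscle list (0.0441) and without WT replicate 1 (0.00104) or DKO replicate 3 (1.07e-04), and without DKO replicate 1 the median was -0.18 (0.452). The sebaceous median minus the adipocyte median was -0.56, against a pooled SD of 0.495 between libraries, and WT replicate 1 (-0.42) lay below DKO replicates 2 (-0.17) and 3 (-0.39) in this difference. The paper bases the reduction of sebaceous glands on the skin itself (Figure 6, C and D), sets the lower expression of *Elovl6* and *Scd1* beside it, and takes SCD1 immunolabeling in the smaller glands as evidence against a block in sebocyte differentiation. The stained skin in those panels is from adult mice, of the back in C and of the footpads in D, whereas the counts are from P4 back skin.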

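Lists of genes for keratinocyte differentiation, fatty acid synthesis and calcium ion transport were written before the data were examined, since the term databases behind Figure 7D were not used here. Of 50 keratinocyte differentiation genes with enough counts, 30 were higher in P4 skin labelled DKO, and the median log2 fold change was 0.19 (camera, adjusted p = 2.13e-04, Benjamini-Hochberg over 23 lists). This median was -0.02 without DKO replicate 2, where the adjusted p-value was 0.208, and the groups overlapped in the median per library. *Stfa2*, *Sprr2a3* and *Lce1g* had the smallest p-values in the list, with *Sprr2a3* at a log2 fold change of 2.53 and *Lce1g* at 0.81. Among 35 genes of fatty acid synthesis, 26 were lower, with a median of -0.20 (camera, adjusted p = 1.52e-08). The largest move of this median with 1 mouse left out was to -0.30, without DKO replicate 2. *Hacd2*, which ranked after *Elovl6* and *Scd1* in this list, had a log2 fold change of -0.74 and an adjusted p-value of 0.103 in edgeR. For calcium ion transport, 44 of 59 genes were higher, with a median of 0.26 (camera, adjusted p = 7.35e-06), and *Cacna2d2*, *Atp2a1* and *Ryr1* had the smallest p-values, with log2 fold changes of 1.39, 1.19 and 1.10. The calcium list includes genes of the muscle contraction machinery, among them *Atp2a1* and *Ryr1*, and skeletal muscle genes were also higher in these libraries. Under fry or a correlation estimated from the data in place of the preset one, 0 of the 23 lists passed an adjusted p-value under 0.05, where the preset correlation gave 14. Counted gene by gene, 16, 12 and 12 members of the 3 lists had an adjusted p-value under 0.05 when adjusted over the list alone, and 1, 1 and 0 when adjusted over all genes tested (edgeR, Benjamini-Hochberg).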

Gene Ontology analysis of the differentially expressed genes showed a link to changes in keratinocyte differentiation, fatty acid metabolism, and calcium ion transport processes (Figure 7D). Gene set enrichment analysis (GSEA) provided evidence for abnormal extracellular matrix/keratinocyte interactions in the mutant skin as well (downregulation of genes linked to elastic fiber formation, cross-linking of collagen fibrils, and activation of matrix metalloproteinases) (Figure 7E). 

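The pathway collection behind Figure 7E was not used here, so lists of genes for elastic fiber formation, cross-linking of collagen fibrils and activation of matrix metalloproteinases were written before the data were examined. In P4 skin labelled DKO, 36 of 40 genes of elastic fiber formation had higher counts than in WT skin, with a median log2 fold change of 0.31 (camera with a preset correlation, adjusted p = 5.2e-06, Benjamini-Hochberg over 23 lists). For cross-linking of collagen fibrils, 15 of 17 genes were higher, with a median of 0.17 (adjusted p = 0.0334 in camera). This list no longer passed without DKO replicate 1 (0.222), DKO replicate 2 (0.0814), WT replicate 2 (0.0609) or WT replicate 3 (0.144), and without DKO replicate 3 its median was 0.30. For activation of matrix metalloproteinases, 15 of 18 genes were higher, with a median of 0.34 (adjusted p = 9.08e-04 in camera), and the median was 0.22 without DKO replicate 1. The medians per library overlapped between the groups for elastic fibers, with 0.0571 in DKO replicate 3 and 0.0626 in WT replicate 1, and for metalloproteinases, with 0.0842 in DKO replicate 3 and 0.138 in WT replicate 2, while for collagen each DKO library lay above each WT library. These 3 lists did not pass under fry, with adjusted p-values of 0.218, 0.224 and 0.224. Each of the 3 medians stayed above 0 in every fit that left out 1 mouse and with total counts in place of TMM. The members with the smallest p-values were *Fbln2*, *Ltbp1* and *Itga5* for elastic fibers, with log2 fold changes of 0.37, 0.42 and 0.51, and *Mmp2*, *Mmp11* and *Furin* for metalloproteinases, with 0.38, 0.53 and 0.53. For collagen they were *Col4a3* and *Col4a4*, which fell by 1.11 and 0.79 on the log2 scale, and *Loxl1*, which rose by 0.43. A ranking of all tested genes by signal-to-noise ratio, chosen after seeing the data and run with fgsea, gave normalized enrichment scores of -2.10, -1.09 and -1.97 for the 3 lists when WT was set against DKO, where a negative score stands for higher counts in DKO. Their adjusted p-values in fgsea were 1.99e-05, 0.382 and 4.22e-04 (Benjamini-Hochberg over 23 lists), so the score for collagen did not pass.

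**Figure D2:**
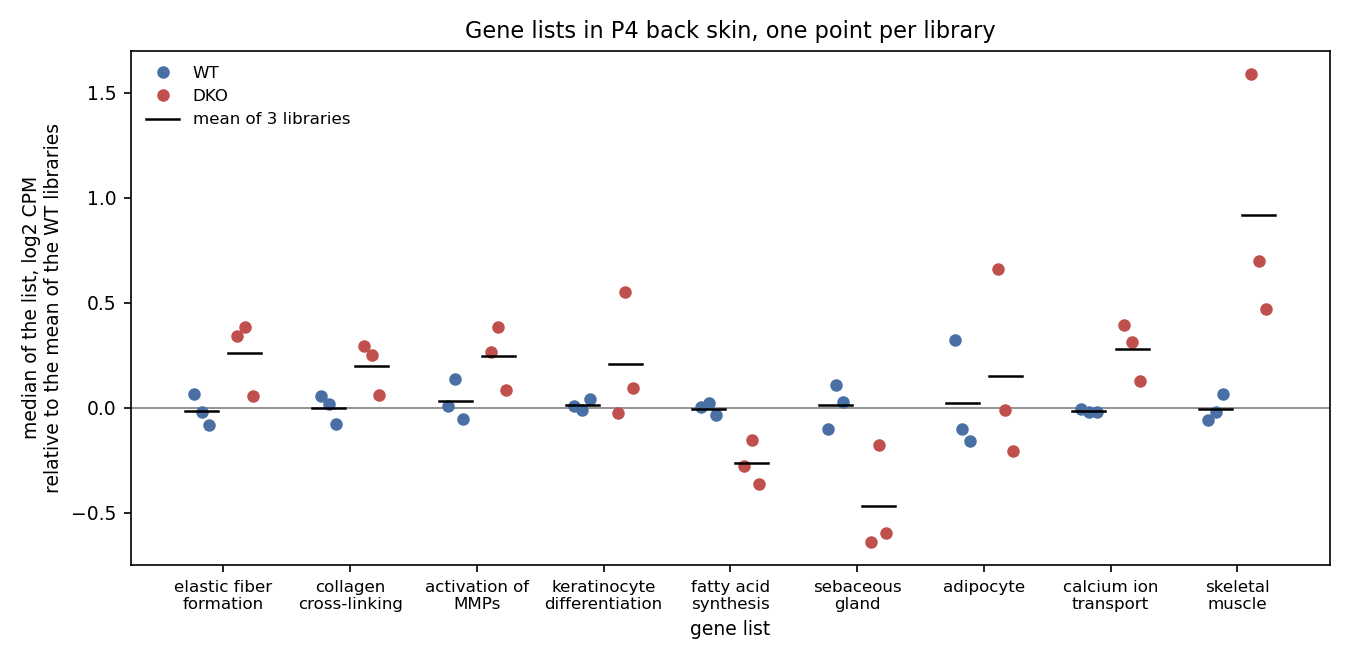
Median over the members of each of 9 gene lists in P4 back skin, as log2 CPM relative to the mean of the WT libraries, with 1 point per library in WT (blue) and in libraries labelled DKO (red) and a black line at the mean of 3 libraries. DKO replicate 1 lies highest for skeletal muscle, and the DKO points for fatty acid synthesis and sebaceous gland lie below the WT points.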

We also found upregulation of *Foxi3*, *Krt16*, and *Stfa2* in epidermis derived from P22 *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice (telogen/anagen transition phase), indicating a key role of these genes in keratinocytes for the observed abnormalities (Figure 7C). Notably, expression of *Kctd1* and *Kctd15* in keratinocytes was not dependent on AP-2α or AP-2β and vice versa (Supplemental Figure 10G). GSEA linked gene expression changes in the epidermis of P22 *K14Cre^+^Kctd1^fl/fl^Kctd15*^fl/fl^ mice to alterations in PPAR signaling, retinol metabolism, and regulation of lipid storage (Figure 7E). Overall, inactivation of *Kctd1* and *Kctd15* in keratinocytes provides evidence for a critical role of KCTD1/KCTD15 complexes for the proper formation of hair follicles, sebaceous glands, and eccrine sweat glands. Heterozygosity for the genes for AP-2α, AP-2α/AP-2β, or β-catenin in keratinocytes did not rescue these skin abnormalities in *K14Cre^+^Kctd1^fl/fl^Kctd15*^fl/fl^ mice (data not shown), suggesting that hyperactivation of AP-2 or β-catenin pathway activity due to loss of KCTD1 and KCTD15, which both inhibit these pathways in vitro, is likely not critical for the manifestation of these skin appendage defects.

### ACC is a neurocristopathy.

As the combined loss of KCTD1 and KCTD15 in keratinocytes did not result in ACC, we hypothesized that ACC may be a secondary consequence of a primary defect in the underlying midline bones/sutures/mesenchymal cells of the developing skull. This hypothesis is based on the observation that most cases of membranous ACC, which is characterized by a thin epidermis of the midline scalp skin, form at sites overlying the midline cranial sutures and many of those have associated underlying bone/suture defects and heterotopic meningeal/brain tissue in the overlying skin (1). Notably, the midline cranial sutures (interfrontal and sagittal), as well as several midline skull bones (including nasal, frontal, and interparietal bones), are derived from NCCs (24). Thus, ACC forms at sites where the underlying bone/suture structures are derived from NCC populations. Based on the observed expression of *Kctd1* and *Kctd15* in cranial NCCs (Figure 4D), we tested whether KCTD1/KCTD15 complexes are critical regulators of NCC-derived bone/suture structures and whether their inactivation in NCCs results in skull defects and ACC. Indeed, inactivation of KCTD1/KCTD15 complexes in NCCs (*Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice) resulted in congenital bone/suture defects of NCC-derived structures of the midline skull associated with overlying membranous ACC-like skin defects with epidermal thinning (Figure 8, A–E). These defects were not observed in mice lacking only KCTD1 or only KCTD15 in NCCs. Micro-CT (μCT) imaging and skeletal preparations demonstrated in newborn (P0) *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice a delayed ossification of shortened frontal bones along the interfrontal suture and much extended, abnormal midline cranial sutures with a receded osteogenic front (Figure 8, C–E). The ACC-like lesions occurred atop these abnormal interfrontal or sagittal sutures and had a flattened epidermis with a thin Krt5^+^ basal layer (Figure 8, B–E). Notably, a cutaneous forehead mass consisting of heterotopic neuronal tissue was observed in *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice as well (Figure 8F), consistent with an abnormal closure of bony structures in the skull during development and similar to heterotopic brain tissue observed at skin sites adjacent to membranous ACC lesions in patients.

Notably, scRNA-Seq data analyses show that both *Kctd1* and *Kctd15* are expressed in mesenchymal cells and the osteogenic front of the embryonic interfrontal suture at E16.5 (cells that are derived from NCCs and have differentiated to not express NCC markers *Pax3* and *Sox10*) (Figure 9A) (25). Moreover, these interfrontal mesenchymal suture cells and cells of the osteogenic front normally express several growth factors that are known to promote keratinocyte migration or proliferation (including keratinocyte growth factor [*Kgf/Fgf7*], *Igf1*, *Igf2*, and *Fgf10*) (Figure 9A and Supplemental Figure 11A), suggesting that the structural midline skull/suture defects in *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice likely cause ACC as a consequence of reduced spatiotemporal expression of these keratinocyte-promoting growth factors at that site during development. Receptor-ligand interaction analyses of these scRNA-Seq data also highlight extensive interactions between interfrontal suture mesenchymal cells/osteogenic front cells and cells of the hypodermis, implicating NCC-derived suture mesenchymal cells as signaling hubs that instruct differentiation processes of the overlying skin (Figure 9, B and C; Supplemental Figure 11B; and Supplemental Figure 12). These include incoming signals into the hypodermis by IGF, EGF, and FGF families of growth factors as well as other growth factors or signaling molecules (Figure 9, B and C, Supplemental Figure 11B, and Supplemental Figure 12).

SEN syndrome patients often have tooth abnormalities, including an absence of incisors (7). Tooth formation occurs through interactions between the dental epithelium and the underlying mesenchyme that forms the dental papilla and is NCC-derived as well. scRNA-Seq data analyses show expression of both *Kctd1* and *Kctd15* in NCC-derived cells of the incisors during development (Figure 4D). In cell populations of adult mouse incisors, *Kctd1* and *Kctd15* show a partially overlapping expression pattern, including in the dental follicle, whereas no high expression of *KCTD1* or *KCTD15* is observed in adult human molar teeth (Figure 10A). We observed strong expression of *Kctd1* in particularly the dental epithelium of incisors at E14.5, whereas at that time *Kctd15* was strongly expressed in the dental papilla and to a lesser degree in the dental epithelium (Figure 10B). Lack of KCTD1 and KCTD15 in the dental epithelium (*K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice) did not affect incisor formation, whereas their absence in the NCC lineage (and thus the dental papilla) in *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice resulted in absence of mandibular and maxillary incisors (Figure 10, C and D).

Nasal bones are derived from cranial NCCs as well, and *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* newborn mice had diminished nasal bones and cartilage that led to abnormal nasal airways, resembling the facial dysmorphism with nose abnormalities that has been described in patients with *KCTD1* or *KCTD15* mutations (Figure 8, A, C, and D, and Figure 10D). In addition, we observed that *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice had open eyes with abnormal eyelids when assessed at E17.0 or P0 (Figure 8, A and D, and Figure 10E). This finding suggests an important role of NCC-derived periocular mesenchymal cells for proper eyelid morphogenesis during development.

Collectively, the distinct phenotypes in *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice and *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice provide the cellular origin for the clinical abnormalities observed in patients with *KCTD1* or *KCTD15* mutations: hair, sebaceous gland, and sweat gland abnormalities are due to loss of KCTD1/KCTD15 in keratinocytes, whereas ACC, nasal abnormalities, and incisor defects are caused by loss of KCTD1/KCTD15 in NCCs.

### Non-redundant functions of KCTD1 and KCTD15.

While skin defects are found in patients with either *KCTD1* or *KCTD15* mutations, consistent with the overlapping expression pattern of *KCTD1* and *KCTD15* in the affected cell types, renal abnormalities occur in SEN syndrome patients with *KCTD1* mutations, whereas cardiac outflow tract (OFT) defects have been reported in patients with *KCTD15* mutations (7, 8). To assess the reason for this difference, we analyzed the expression of *Kctd1* and *Kctd15* in these organs. We found that *Kctd1* and *Kctd15* show a largely non-overlapping expression pattern in the kidney (Figure 11A and Supplemental Figure 9, A and B). Especially in the distal convoluted tubule (DCT), only *Kctd1* but not *Kctd15* was highly expressed (Supplemental Figure 9A) (26). Inactivation of *Kctd1* in the kidney (*Six2Cre^+^Kctd1^fl/fl^* mice) results in a terminal differentiation defect in the DCT that impairs renal function and leads to a severe interstitial renal fibrosis in the adult with aging, similarly as seen in SEN syndrome patients (Figure 11, B–D) (11, 27). Analysis of RNA-Seq data from P8 kidneys of *Six2Cre^+^Kctd1^fl/fl^* mice shows expression changes in genes that function in epithelial structure maintenance and anion transmembrane transport (Figure 11, E and F, and Supplemental Figure 9C). In contrast, inactivation of *Kctd15* in the kidney during development or in the adult did not affect kidney function (Figure 11, B and D). Thus, KCTD1 is critical for DCT function, and its loss cannot be compensated for by KCTD15 in the DCT, which is not expressed at similar levels in this kidney segment, explaining why patients with *KCTD1* mutations develop renal abnormalities.

Cardiac NCCs give rise to several structures of the cardiac OFT and atrioventricular canal (AVC) (28). scRNA-Seq data of NCCs between E8.5 and E10.5 show that *Kctd15* and *Kctd1* are both expressed in cardiac NCC populations (Figure 4F, Figure 12A, and Supplemental Figure 7B) (17, 19–21). In addition, scRNA-Seq data from developing mouse hearts show that in cells forming the cardiac OFT and the AVC, *Kctd15* is highly expressed at E7.75, whereas *Kctd1* is not expressed in these cells at that early time point but is expressed later on at E9.25. In contrast, expression of both *Kctd1* and *Kctd15* is observed in cardiac NCCs at E8.25 and E9.25 (Figure 12A). Moreover, *Kctd1* and *Kctd15* were both also expressed in multiple heart cell populations other than cardiac NCC–derived populations (Figure 12A). Analysis of scRNA-Seq data from human hearts during development and in the adult largely recapitulated these differences in the expression pattern between *Kctd1* and *Kctd15* in the mouse heart (Supplemental Figure 8) (29–31). X-gal staining of hearts from P0 *Kctd1^lacZ/WT^* and *Kctd15^lacZ/WT^* mice showed *Kctd15* to be mainly expressed in cells of the cardiac valves and vessels, whereas *Kctd1* was mainly expressed in myocardial cells (Figure 12B).

We found in *Kctd15^–/–^* mice congenital subaortic perimembranous ventricular septal defects and bicuspid aortic valves (analyzed at E17.5 or P0 by episcopic fluorescence image capture microscopy) (Figure 12C). These cardiac defects in structures whose proper development is dependent on cardiac NCCs were not observed in *Kctd1^–/–^* mice or WT littermate mice. These defects, together with the observation of cardiac defects in cardiac NCC–derived structures in patients with *KCTD15* mutations (8), identify KCTD15 as an important regulator of the formation of the subaortic ventricular septum and of the aortic valve and show that its deficiency cannot be compensated for by KCTD1 during their development.

The *Wnt1Cre* strain allows inactivation of genes in NCC populations that give rise to cardiac structures only after about E8.5 (23). Notably, the heart defects observed in *Kctd15^–/–^* mice were also observed in *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice but not in *Wnt1Cre^+^Kctd15^fl/fl^* mice (Figure 12D). The observation of these cardiac defects in *Kctd15^–/–^* mice and *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice but not in *Kctd1^–/–^* mice and *Wnt1Cre^+^Kctd15^fl/fl^* mice is consistent with the observation that *Kctd15* but not *Kctd1* is expressed at E7.75 in cardiac OFT structures (thus, loss of KCTD15 cannot be compensated for by KCTD1 in these cells), whereas both *Kctd1* and *Kctd15* are expressed in cardiac NCCs at later stages (and compensation likely can occur between these two in these cells). This indicates that for the proper development of the perimembranous ventricular septum and the aortic valve, KCTD15 function is likely critical already at an early time point (~E7.75) in cells of the developing cardiac OFT, whereas both KCTD1 and KCTD15 are important in cardiac NCCs afterward.

## Discussion

We demonstrate that KCTD1 and KCTD15 regulate the development of skin appendages and specific NCC populations (Figure 13, A and B). Combined loss of both KCTD1 and KCTD15 in NCCs causes midline membranous ACC-like scalp epidermal defects overlying abnormalities in NCC-derived cranial bones/sutures, whereas their inactivation in keratinocytes does not result in this phenotype. This suggests that membranous ACC is a neurocristopathy and is not caused by a primary keratinocyte defect. Thus, the epidermal defect in ACC in patients with *KCTD1* or *KCTD15* mutations is likely a secondary consequence of abnormalities in cranial NCC-derived mesenchymal cell populations that lack KCTD1/KCTD15 function. The data demonstrate a previously unknown role of cranial NCC-derived mesenchymal cells of midline cranial sutures in orchestrating the formation of the overlying scalp epidermis.

The observations that ACC-like lesions and skin appendage defects occur only in mice that lack both KCTD1 and KCTD15 in NCCs or keratinocytes, respectively, but not when only one of these proteins is inactivated, that these developmental defects phenocopy the clinical findings in patients with heterozygous *KCTD1* or *KCTD15* mutations, and that these mutations result in amyloid-like aggregates that sequester both KCTD1 and KCTD15 WT proteins as well, are consistent with a dominant-negative effect of these *KCTD1* or *KCTD15* mutations that result in a combined inactivation of KCTD1 and KCTD15 in cells in which both are expressed. The midline skull abnormalities that are spatiotemporally linked to ACC-like lesions in *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice suggest that ACC is a consequence of diminished inductive signals from NCC-derived mesenchymal cells that would normally promote proper epidermis formation at that site. Consistent with this hypothesis, scRNA-Seq data show that NCC-derived mesenchymal cells of the embryonic interfrontal suture express several growth factors that are known to promote keratinocyte migration or proliferation (including *Kgf/Fgf7*, *Fgf10*, *Igf1*, and *Igf2*) (32, 33). Notably, *Igf1* was the most highly expressed among those growth factors in the interfrontal suture, and epidermal *Igf1r* deficiency results in epidermal thinning (33), similarly as observed in ACC-like lesions in *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice.

ACC-like lesions in *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice resemble particularly the membranous type of ACC in humans, characterized by a flattened epidermis of the midline/vertex scalp, which is also in a large proportion of cases linked to underlying defects of the bony structures and heterotopic meningeal/brain tissue (1). Thus, a defect in cranial NCCs is likely the cellular origin of membranous ACC in humans.

As KCTD1 and KCTD15 both act as inhibitors of AP-2 transcription factors (14, 15), loss of KCTD1/KCTD15 function may impair cellular differentiation owing to increased AP-2 activity, since there is a requirement for downregulating AP-2 activity to achieve proper keratinocyte maturation (34). However, heterozygosity for *Tfap2a* and *Tfap2b* did not rescue skin appendage defects in mice lacking KCTD1/KCTD15 in keratinocytes. Thus, KCTD1/KCTD15 inactivation may result in skin appendage defects through AP-2–independent downstream mechanisms. Alternatively, lack of KCTD1/KCTD15 may result in skin defects due to combined changes in both AP-2–dependent and AP-2–independent downstream pathways, which would explain why heterozygosity for *Tfap2a* and *Tfap2b* is not sufficient to rescue these skin defects.

*Kctd1* and *Kctd15* are both expressed in NCCs, albeit at different levels in specific subpopulations. For example, *Kctd15* is more highly expressed than *Kctd1* in NCC-derived melanocytes. This explains why the loss of KCTD15 cannot be compensated for by KCTD1 in melanocytes and why the loss of KCTD15 alone is sufficient to result in pigmentation defects. However, KCTD1 can prevent pigmentation defects in mice heterozygous for *Kctd15* in melanocytes, which is consistent with interchangeable and compensatory functions between KCTD1 and KCTD15. That these pigmentation defects are a consequence of NCC abnormalities is supported by the observation of a similar phenotype in mouse mutants of regulators of NCCs (*Pax3*- or *Tfap2a*-mutant mice) (23, 35, 36).

The perimembranous ventricular septal defect and bicuspid aortic valve, affecting cardiac NCC–derived structures, occurred in *Kctd15^–/–^* mice and *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice but not in *Kctd1^–/–^* mice and *Wnt1Cre^+^Kctd15^fl/fl^* mice. Similarly, the reported cardiac defects in patients with the *KCTD15^D104H^* mutation affect cardiac NCC–derived structures (8). This suggests that KCTD15 is a critical regulator of the development of the aortic valve and the perimembranous ventricular septum, while loss of KCTD1 can be compensated for by KCTD15 in their development. Notably, Wnt1Cre^+^ activity is absent in NCCs that contribute to heart structures at about E8.5 and occurs only afterward (23). The scRNA-Seq data in developing mouse hearts show that both *Kctd1* and *Kctd15* are expressed in cardiac NCCs at E8.25 and E9.25, albeit *Kctd15* is also expressed earlier (~E7.75) in other cell types that contribute to the formation of the cardiac OFT and AVC. This suggests that loss of KCTD15 in both cardiac NCCs and other cardiac cells contributes to the formation of the observed cardiac defects (explaining the phenotype in *Kctd15^–/–^* mice) while if KCTD15 is lacking only in cardiac NCCs after E8.5 (*Wnt1Cre^+^Kctd15^fl/fl^* mice) KCTD1 can compensate for its loss and the combined loss of both KCTD1 and KCTD15 in Wnt1^+^ cardiac NCCs is required to produce the same phenotype (explaining that the same cardiac phenotype as in *Kctd15^–/–^* mice occurs also in *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice but not in *Kctd1^–/–^* mice and *Wnt1Cre^+^Kctd15^fl/fl^* mice). Alternatively, loss of KCTD15 in cells that give rise to cardiac NCCs at a time point before Wnt1Cre activity occurs contributes to the cardiac phenotype. The latter scenario would be similar to the observation of cardiac OFT abnormalities in *Pax3* or *Tfap2a* germline mouse mutants (both transcription factors are critical for NCC function) (23, 35, 36), while conditional inactivation of *Pax3* or *Tfap2a* with the *Wnt1Cre* strain does not result in cardiac defects but instead results in a white belly patch (23, 37). This has led to the hypothesis that Pax3 and AP-2α are important in regulating cells that become cardiac NCCs at a very early time point before *Wnt1Cre* activity occurs, whereas they retain importance in NCC-derived melanoblasts at a time point after *Wnt1Cre* is active. Similarly, *Wnt1Cre^+^Kctd15^fl/fl^* mice had a white belly patch due to the absence of melanocytes, but no cardiac defects. The observation of bicuspid aortic valves and perimembranous ventricular septal defects in *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice demonstrates that these structures require KCTD1/KCTD15 in cardiac NCCs for their development.

The findings in our mouse models provide a comprehensive characterization of the cellular origin of the various pathologies observed in patients with mutations in *KCTD1* or *KCTD15*. Notably, the spectrum of clinical abnormalities due to *KCTD1* mutations is better characterized than that due to *KCTD15* mutations, as more SEN syndrome families with *KCTD1* mutations have been reported than families with *KCTD15* mutations. It is likely that more overlap in ectodermal and NCC phenotypes between patients with *KCTD1* and *KCTD15* mutations will be observed once additional patients with *KCTD15* mutations are reported.

Our data suggest that the paralogs KCTD1 and KCTD15 can form multimeric complexes in vivo depending on their relative abundance in a specific cell type. In keratinocytes and cranial NCCs, in which both KCTD1 and KCTD15 are present, KCTD15 can compensate for the loss of KCTD1 and vice versa, whereas KCTD1 cannot be compensated for by KCTD15 in the DCT of the kidney and KCTD15 cannot be compensated for by KCTD1 in melanoblasts and in a subset of cardiac cell populations that give rise to the perimembranous ventricular septum and the aortic valve. The striking overlap between human and mouse phenotypes suggests conserved functions of KCTD1 and KCTD15 between humans and mice and that the pathomechanisms in our mouse models apply to these human diseases as well. Collectively, our data provide the pathomechanistic basis for the organ-specific abnormalities seen in patients with *KCTD1* or *KCTD15* mutations, identify KCTD1/KCTD15 complexes as critical regulators of ectodermal and NCC functions, and define membranous ACC as a neurocristopathy.

## Methods

### Mice.

We reported the generation of *Kctd1^lacZ/WT^* mice, *Kctd1^–/–^* mice, and floxed *Kctd1* (*Kctd1^fl/fl^*) mice (11). *Kctd15tm1a^(EUCOMM)Wtsi^* mice were obtained from the Mutant Mouse Resource and Research Centers (MMRRC) (048308-UCD, C57BL/6N-Kctd15^tm1a(EUCOMM)Wtsi^/MbpMmucd). The tm1a allele is a KO first allele (lacZ reporter-tagged insertion with conditional potential) (38). *LoxP* sites flank exon 4, and removal of exon 4 results in disruption of the critical BTB domain after crossing of these mice with β-actin-Cre^+^ mice (tm1b allele, representing *Kctd15^–/–^* mice). Subsequently, the Cre allele was crossed out. The *Kctd15^tm1a^* allele after β-actin-Cre^+^ excision of the floxed region maintains a *lacZ* cassette, allowing monitoring of β-galactosidase expression from the endogenous *Kctd15* locus: heterozygous *Kctd15^WT/lacZ^* mice serve as *Kctd15* reporter mice. *Kctd15^tm1a^* mice were crossed with a FLP-deleter mouse strain to remove the *lacZ* and *neoR* cassettes that are flanked by FRT sites, thereby allowing for normal *Kctd15* expression, but maintaining *loxP* sites flanking exon 4 of *Kctd15* (tm1c) (*Kctd15^fl/fl^* mice). These mice were crossed with Cre lines to establish cell type–specific conditional-*Kctd15*-KO mice: Krt14Cre^+^ mice (International Mouse Strain Resource [IMSR] catalog JAX:018964, RRID:IMSR_JAX:018964), Six2Cre^+^ mice (IMSR catalog JAX:009606, RRID:IMSR_JAX:009606; ref. 39), Aqp2Cre^+^ mice (IMSR catalog JAX:006881, RRID:IMSR_JAX:006881; using only female Aqp2Cre^+^ mice for matings), Nphs2Cre^+^ mice (IMSR catalog JAX:008205, RRID:IMSR_JAX:008205), Wnt1Cre2^+^ mice (IMSR catalog JAX:022501, RRID:IMSR_JAX:022501; using only female Wnt1Cre2^+^ mice for matings; ref. 40). Induced inactivation of *Kctd15* in the adult was achieved in *β*-*actin-CreERT2^+^Kctd15^fl/fl^* mice (crossing CAGGCreERT2^+^ mice [IMSR catalog JAX:004453, RRID:IMSR_JAX:004453; ref. 41] with *Kctd15^fl/fl^* mice) with injections of tamoxifen (T5648, Sigma-Aldrich; 6 mg/40 g body weight daily for 5 consecutive days i.p.) (41). Efficient Cre-mediated recombination and removal of exon 4 of *Kctd15* and of exon 3 of *Kctd1* were confirmed by RNA-Seq in epidermal sheets from *K14Cre^+^Kctd15^fl/fl^* mice and *K14Cre^+^Kctd1^fl/fl^* mice, respectively (Supplemental Figure 10C), as well as in *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice. *Tfap2a^fl/fl^* mice (37) and *Tfap2b^fl/fl^* mice (42) have been reported. These mice were crossed with K14Cre^+^ mice to generate *K14Cre^+^Tfap2a^fl/fl^Tfap2b^fl/fl^* mice. Blood urea nitrogen was measured from serum with a Dri-Chem7000 chemistry analyzer (Heska). International guidelines for the care and use of laboratory research animals were followed. ARRIVE guidelines for reporting animal studies were followed.

### Immunoprecipitation and mass spectrometry.

FLAG-tagged KCTD1 (human C-terminal Myc-DDK–tagged KCTD1, transcript variant 1, pCMV6-Entry vector, RC226740, Origene), FLAG-tagged KCTD15 (human C-terminal Myc-DDK–tagged KCTD15, transcript variant 1, pCMV6-Entry vector, RC200838, Origene), or the pCMV6-Entry vector (C-terminal Myc-DDK tag, PS100001, Origene) was overexpressed in HEK293 cells. IP was performed 48 hours after transfection using a monoclonal anti-DDK (FLAG) antibody (TA50011-100, clone OTI4C5, Origene) and Dynabeads protein G (10004D, Life Technologies), followed by mass spectrometry. For co-IP experiments, an anti-KCTD1 antibody (antigen: synthetic peptide corresponding to amino acids 121–135 of human KCTD1; SAB1103965, Sigma-Aldrich) and an anti-KCTD15 antibody (ab106373, Abcam) were used. For IP of endogenous KCTD1 in HEK293 cells, 2 different anti-KCTD1 antibodies were used (SAB1103965, Sigma-Aldrich; and the anti-KCTD1 antibody from Biorbyt, orb184655), and immunoblotting was performed with the anti-KCTD15 antibody.

### Immunolabeling and morphological analyses.

Tissues were fixed in 4% paraformaldehyde, processed, and embedded in paraffin. Skin thickness was defined as the distance between the granular layer of the epidermis and the panniculus carnosus muscle. Immunolabeling experiments were performed on slides that were citrate buffer–treated for heat-mediated antigen retrieval. Sections were permeabilized in 0.5% Triton X-100 and blocked with serum in which the secondary antibodies were raised. Primary antibodies are listed in Supplemental Table 1. DAPI was used to stain nuclei (D3571, Thermo Fisher Scientific). Secondary Alexa Fluor 488/555/647 antibodies were used at a dilution of 1:200 (Thermo Fisher Scientific). FITC-conjugated Griffonia Simplicifolia Lectin I isolectin B4 (FL-1201, Vector Laboratories) was used at a dilution of 1:100. Hind paws were treated with dispase II (20 mg/mL) (D4693, Sigma-Aldrich) overnight and stained with Oil Red O to assess sebaceous glands and with Nile Blue to stain sweat ducts.

### Morphological analyses of mouse hearts and skulls.

P0 or embryonic mouse hearts were fixed in 4% paraformaldehyde and analyzed by episcopic fluorescence image capture microscopy (43). No cardiac abnormalities were detected in P0 *Kctd1^–/–^* mice, *Kctd15^–/+^* mice, *Wnt1Cre^+^Kctd15^fl/fl^* mice, or WT littermates, whereas congenital heart defects were observed in E16.5 to P0 *Kctd15^–/–^* mice or P0 *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice (*n* = 3–8 hearts per group examined). For μCT studies, P0 mouse skulls were fixed in 4% paraformaldehyde and imaged with a high-resolution μCT imaging system (μCT40, Scanco Medical AG). Scans were acquired using an 8 μm^3^ isotropic voxel size, 45 kVP, 177 μA, 300 milliseconds integration time, and were subjected to Gaussian filtration and segmentation. A threshold of 150 mg HA/cm^3^ was used to segment bone from soft tissue for 3D imaging. Skeletal preps with Alcian blue and Alizarin red were performed according to standard protocols.

### Semiquantitative reverse transcriptase PCR.

Melan-A mouse melanocytes were cultured in RPMI 1640 medium containing 10% FBS and 200 nM phorbol-12-myristate-13-acetate (TPA) (524400, Sigma-Aldrich). For siRNA-mediated knockdown of *Kctd15* or *Pax3*, cells were treated with Lipofectamine RNAiMax transfection reagent (13778030, Thermo Fisher Scientific) and SMARTPool siRNAs targeting mouse *Kctd15* or *Pax3* (ON-TARGETplus Mouse *Kctd15* siRNA L-052498-01-0005, ON-TARGETplus Mouse *Pax3* siRNA L-062276-01-0005) or control siRNA (Horizon, PerkinElmer) for 47 hours. RNA was isolated with Trizol (15596018, Thermo Fisher Scientific). cDNA was produced using the high-capacity cDNA reverse transcription kit with RNase inhibitor (4374966, Life Technologies). Semiquantitative reverse transcriptase PCR was performed using PowerUp SYBR Green Master Mix (A25742, Thermo Fisher Scientific) on a QuantStudio5 machine (Applied Biosystems). Two different primer pairs were used for the detection of *Kctd15* or *Pax3*. Results were normalized to levels for *36b4* (housekeeping gene control). Transcript levels were determined by the –ΔΔCt method. Experiments for all samples were performed in triplicate with *n* = 4 per experimental group. Primers used are listed in Supplemental Table 2.

### AP-2α binding assay.

ELISAs were performed using 200 nM AP-2α (TP304603, Origene) and increasing concentrations of KCTD1^WT^ (from 18 nM to 500 nM). An anti-KCTD1 antibody (LS‑C260993, LSBio) was used for detection. KCTD1^WT^ was premixed with KCTD1^H74P^ and KCTD1^G62D^ mutants at a ratio of 5:1 (500 nM of KCTD1 and 100 nM of KCTD1 SEN-associated mutants) overnight at 4°C.

### Thioflavin T fluorescence experiments and in vitro experiments with KCTD1 mutants.

Thioflavin T (ThT) (50 μM) was added to KCTD1^WT^ (500 nM) and to KCTD1^WT^ (500 nM) premixed overnight with 100 nM of KCTD1^H74P^ or KCTD1^G62D^ mutants. ThT fluorescence was measured with a Varian Cary Eclipse spectrofluorometer (Agilent Technologies). Measurements were collected at 25°C with excitation and emission wavelengths of 440 and 450–600 nm, respectively. Experiments were repeated 3 times with similar results.

### Cell culture experiments.

The HaCaT human keratinocyte cell line, HEK293 cells, and HeLa cells were obtained from the IRCCS SYNLAB SDN Biobank. Cells were grown in DMEM with 10% FBS and cultured at 37°C in a humidified atmosphere containing 5% CO_2_. For transfections of KCTD1^wt^, KCTD1^wt^/KCTD1^H74P^, or KCTD1^wt^/KCTD1^G62D^, 250 ng total DNA was used with Lipofectamine 3000 (L3000001, Thermo Fisher Scientific). For experiments with KCTD15 proteins, 75 ng total DNA was used. KCTD1^WT^ (eGFP tag), KCTD1^H74P^ or KCTD1^G62D^ mutants (eYFP tag), KCTD15^D104H^ mutants (eYFP tag), and KCTD15^WT^ (tRFP tag) constructs were purchased at CliniSciences (CUST-DNA 03022023-1 A/B/C). Confocal microscopy was conducted using a ×63 water immersion objective on the MICA microhub (Leica) platform. For live cell imaging, HaCaT cells were transfected with 250 ng of eGFP-KCTD1^WT^ vector. One image every 2 hours was recorded for a total time of 48 hours.

Cells were treated with Amytracker-630 (A630-MQ, Ebba Biotech AB). Imaging of cells before and after addition of Amytracker-630 showed that the signal was not due to autofluorescence of protein aggregates. Cell viability was assessed using the ATPlite assay (6016943, PerkinElmer). HaCaT cells were seeded in 96-well plates at a density of 8 × 10^3^ cells per well, and the ATPlite luminescence signal was detected using an automatic plate reader (Victor Nivo, PerkinElmer). Cell viability was assessed as a percentage with respect to the untreated cells.

### Prediction of the 3D structure of KCTD1/KCTD15 oligomers.

The pentameric structure of the KCTD15 homo-oligomers and of the KCTD1/KCTD15 hetero-oligomers was predicted using the AlphaFold v2.0 algorithm as implemented on the Colab server (https://colab.research.google.com/github/sokrypton/ColabFold/blob/main/AlphaFold2.ipynb) by considering combinations of subunits for KCTD15 and KCTD1. Predictions were performed without considering any homologous experimental template and with 3 as the number of recycles. The reliability of the AlphaFold predictions was assessed by analysis of the predicted aligned error (PAE) matrix, which provides a distance error for every pair of residues within the complex. The tendency of these proteins to form high-order assemblies formed by interacting pentamers was evaluated by consideration of 10 (5 KCTD1 + 5 KCTD15) chains. Because of the large number of residues involved, these analyses were performed by splitting of the proteins into the BTB and the C-terminal domains, and their tendency to form high-order assemblies was evaluated separately for each of them.

### RNA-Seq.

Total RNA samples were quantified using a Qubit 2.0 Fluorometer (Life Technologies), and RNA integrity was checked with a TapeStation 4200 (Agilent Technologies). For RNA-Seq library construction, rRNA depletion sequencing library was prepared using a QIAGEN FastSelect rRNA HMR Kit. For RNA-Seq library preparation, we used the NEBNext Ultra II RNA Library Preparation Kit for Illumina (New England Biolabs). Sequencing libraries were validated using the TapeStation 4200, quantified using a Qubit 2.0 Fluorometer (Thermo Fisher Scientific) as well as quantitative PCR (KAPA Biosystems), and loaded to an Illumina NovaSeq 6000 system for 150 bp paired-end sequencing. Raw sequence reads were trimmed to remove possible adapter sequences and low-quality reads using Trimmomatic v0.36 (44). The trimmed reads were mapped to the mouse GRCm38 reference genome using the STAR aligner v2.5.2b (45). Reads mapping to annotated genes were quantified using featureCounts from the Subread package v1.5.2 (46). Differential expression analysis was performed with DESeq2 (47). Genes with adjusted *P* values less of than 0.05 and absolute log_2_ fold changes greater than 1 were called as differentially expressed genes. GSEA was performed using GSEA v4.3.2 software (https://www.gsea-msigdb.org/gsea/index.jsp). Gene Ontology (GO) enrichment analyses were performed using ShinyGO 0.77 (http://bioinformatics.sdstate.edu/go/). Interaction analysis was conducted by STRING (https://string-db.org). RNA-Seq of P8 kidneys was previously described (11).

### Analysis of scRNA-Seq data.

For scRNA-Seq data sets where the expression matrix file and per-cell annotation were available, violin plots of genes of interest were generated by Seurat v4.3.0. For each scRNA-Seq data set where per-cell annotation was not available, we reanalyzed scRNA-Seq data using Cellranger v7.1.0 and Seurat v4.3.0 according to the bioinformatics analysis pipeline described in the original publication. For clustering, we generated multiple clusterings of different resolutions and manually picked the one optimally matching published clustering. Markers for all clusters were generated by FindAllMarkers function with default parameters. Known marker genes described in the original publication were used to annotate cell types. Cell-cell interaction networks were predicted using CellChat with default parameters.

### Statistics.

Statistical tests used are described in the figure legends. They include 2-tailed unpaired *t* test, 1-way ANOVA test with a Dunnett’s multiple-comparison test, 1-way ANOVA with test for linear trend, Kruskal-Wallis test with Dunn’s multiple-comparison test, and a Mann-Whitney test. *P* values of less than 0.05 were considered to be statistically significant.

### Study approval.

All animal studies were reviewed and approved by the Massachusetts General Hospital Institutional Animal Care and Use Committee.

### Data availability.

Raw data for graphs are provided in the Supporting Data Values file. RNA-Seq data were deposited to the NCBI Gene Expression Omnibus database (GEO GSE126326, GSE130864, and GSE233496). Expression values are listed in Supplemental Tables 3 and 4. scRNA-Seq data sets of mouse NCCs are available in GEO (GSE201257 and GSE129114). scRNA-Seq data sets of cardiac NCCs in mouse hearts from E10.5 to P7 and the developing cardiac OFT in mice at E12–E13 are available at the NCBI Sequence Read Archive (PRJNA562135 and PRJNA489304). scRNA-Seq data set of primate gastrulation and early organogenesis is available in GEO (GSE193007). Single-nucleus RNA-Seq data sets of adult human ventricles and developing human fetal heart at day 83 are available at the Broad Single Cell Portal (SCP1852 and SCP1020). scRNA-Seq data set of fetal human hearts at 4.5–5, 6.5, and 9 weeks after conception is available at https://www.spatialresearch.org/ scRNA-Seq data set of calvarial suturogenesis was deposited with FaceBase (FB00001013). scRNA-Seq data set on mouse incisors and human molar teeth is available in GEO (GSE146123). scRNA-Seq data of developing mouse skin are available at ArrayExpress (E-MTAB-11920).

## Author contributions

Experiments and/or data analyses were performed by JRR, HZ, GS, WZ, KED, BJG, GP, MS, WAD, CWL, LV, and AGM. AGM conceived the study, designed the experiments, and wrote the manuscript.

## Supplementary Material

Supplemental data

Supplemental tables 1-2

Supplemental table 3

Supplemental table 4

Supplemental video 1

Supplemental video 2

Supporting data values

## Figures and Tables

**Figure 1:**
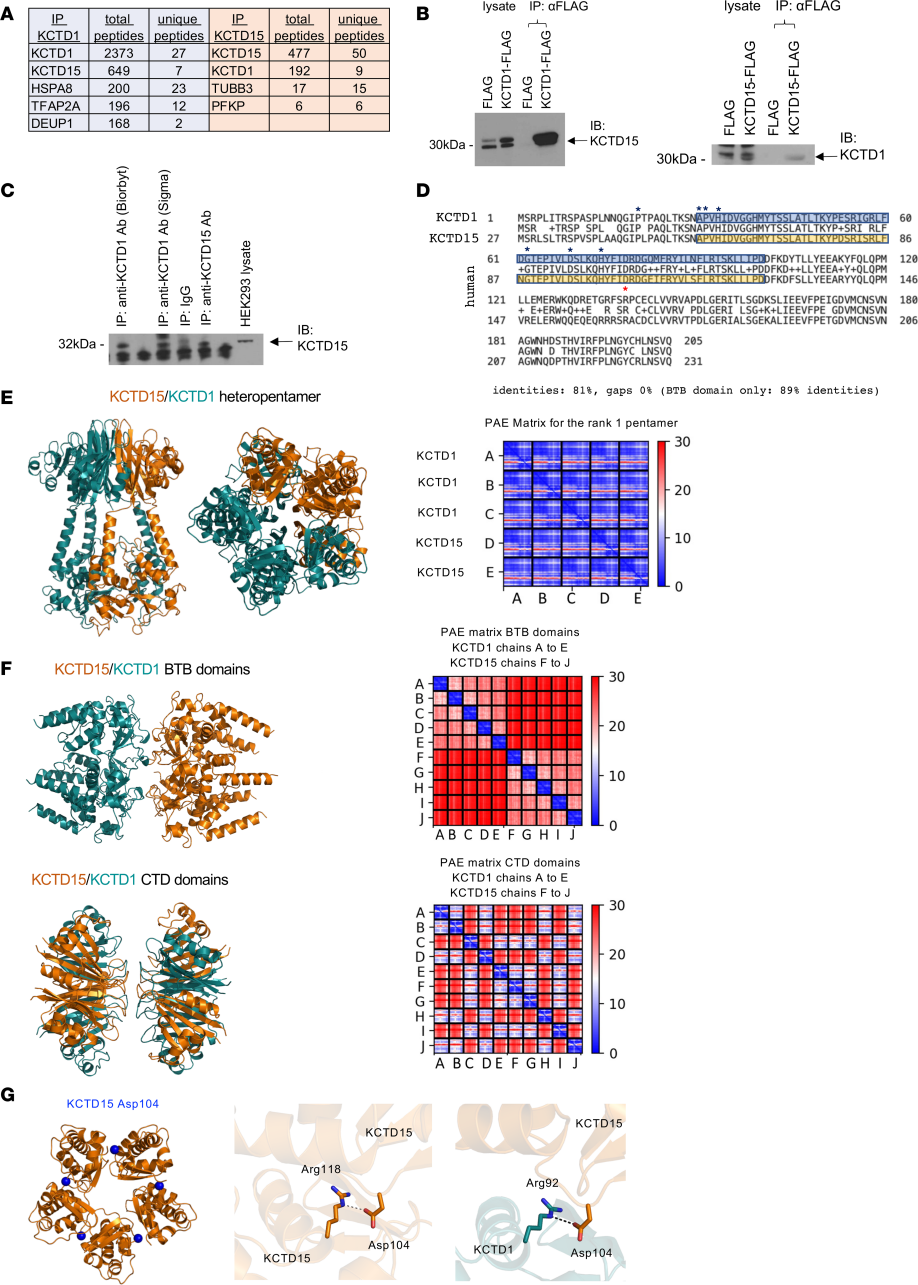
KCTD1 can form heteropentamers with KCTD15. (**A**) Proteins with the highest number of total peptides identified by mass spectrometry of immunoprecipitates (IP) with anti-FLAG antibodies using HEK293 cells that overexpress KCTD1-FLAG (IP KCTD1) or KCTD15-FLAG (IP KCTD15). (**B**) Left: IP of KCTD1-FLAG and immunoblotting for KCTD15. Right: IP of KCTD15-FLAG and immunoblotting for KCTD1. (**C**) Immunoblotting for KCTD15 of HEK293 cell lysates using KCTD1 or KCTD15 antibodies for IP. (**D**) Human KCTD1 and KCTD15 amino acid sequences show a high sequence identity, especially in the BTB domain (blue/yellow). Blue stars, amino acids affected by SEN syndrome mutations in *KCTD1*; red star, amino acid affected by *KCTD15* mutation. (**E**) Left: AlphaFold model of the KCTD1 (green)/KCTD15 (orange) heteropentamer. Right: Reliability of AlphaFold predictions assessed by the predicted aligned error (PAE) matrix, which provides a distance error for every pair of residues within the complex. Blue color, associated with low estimated errors of the distance of pairs of residues, is a strong indication of the global reliability of the model. These data support that KCTD1 and KCTD15 can form stable pentamers in any stoichiometry (here pentamer formation predicted to be stable between 3 KCTD1 and 2 KCTD15 monomers). (**F**) Top: Reliability of AlphaFold predictions for binding between 5 KCTD1 BTB domains (homomers) and 5 KCTD15 BTB domains (homomers) assessed by the PAE matrix, demonstrating that such an interaction would be unstable. Bottom: AlphaFold predictions for the association of 5 KCTD1 C-terminal domains and 5 KCTD15 C-terminal domains show that the tendency to form heteromers is greater than the tendency to form homomers (e.g., chain A forms non-red boxes with itself, and with chains B, D, H, and J, predicting heteromer formation rather than homomer formation). (**G**) Left: Asp104 (blue) at the intersubunit interface of the KCTD15 pentamer (BTB domains). Middle: Asp104 forms an intersubunit salt bridge with Arg118 between KCTD15 subunits. Right: Similar electrostatic interaction formed by Asp104 (KCTD15) and Arg92 (KCTD1), the residue that is equivalent to Arg118 of KCTD15, observed at the KCTD1-KCTD15 interface of the heteropentamer.

**Figure 2:**
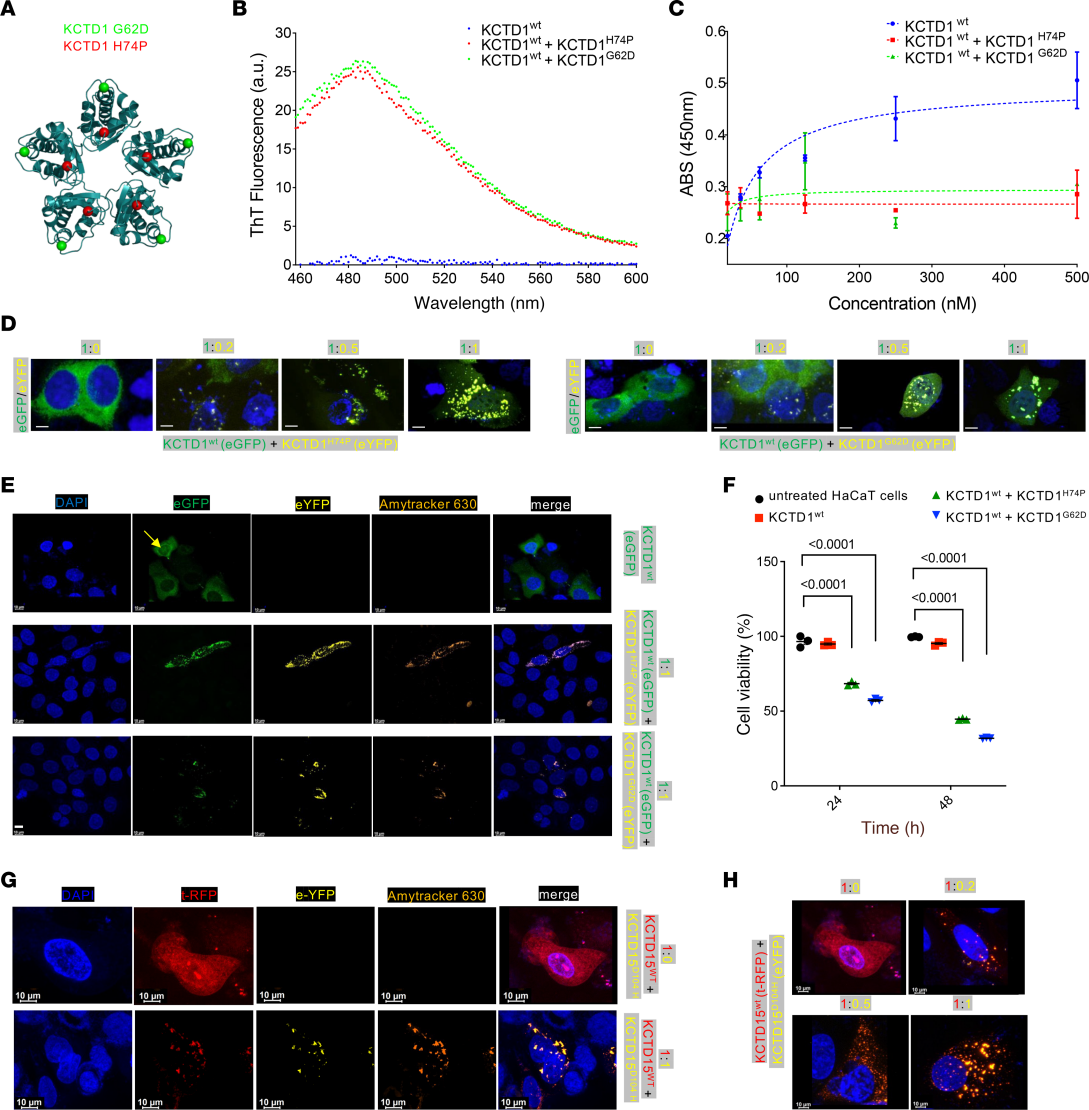
Dominant-negative effects of *KCTD1* mutations. (**A**) SEN syndrome mutation sites G62D (green) and H74P (red) in the BTB domain of KCTD1. (**B**) Thioflavin T (ThT) fluorescence assay shows amyloid-like aggregate formation in 5:1 mixtures of KCTD1^WT^ with KCTD1^H74P^ or KCTD1^G62D^ but not for KCTD1^WT^ without the mutant protein. Emission spectra obtained by addition of ThT solution to KCTD1^WT^ (blue circles), KCTD1^WT^ + KCTD1^H74P^ (red circles), and KCTD1^WT^ + KCTD1^G62D^ (green circles) proteins. Representative of 3 independent experiments. (**C**) Binding of KCTD1^WT^ (blue circles), KCTD1^WT^ + KCTD1^H74P^ (red squares), and KCTD1^WT^ + KCTD1^G62D^ (green triangles) to coated AP-2α determined by ELISA. KCTD1^WT^ was premixed with KCTD1^H74P^ or KCTD1^G62D^ mutants at a ratio of 5:1. Error bars represent SD (*n* = 2 per group). (**D**) With increasing ratio of KCTD1^H74P^ (eYFP, yellow) or KCTD1^G62D^ (eYFP, yellow) to KCTD1^WT^ (eGFP, green), KCTD1 protein aggregates increase in HaCaT cells. Scale bars: 10 μm. (**E**) KCTD1^WT^/KCTD1^H74P^ protein aggregates and KCTD1^WT^/KCTD1^G62D^ protein aggregates in HaCaT cells are detected by Amytracker-630. Arrow indicates nuclear KCTD1. Scale bars: 10 μm. (**F**) KCTD1^WT^/KCTD1^H74P^ protein aggregates and KCTD1^WT^/KCTD1^G62D^ aggregates (1:1 ratio) reduce cell viability in HaCaT cells. Mean ± SEM (*n* = 3 per group); *P* values (1-way ANOVA test with Dunnett’s multiple-comparison test). (**G**) KCTD15^D104H^ (eYFP, yellow) forms with KCTD15^WT^ (tRFP, red) amyloid-like aggregates (1:1 ratio) in HaCaT cells. Scale bars: 10 μm. (**H**) With increasing ratio of KCTD15^D104H^ (eYFP, yellow) to KCTD15^WT^ (tRFP, red) protein aggregates increase in HaCaT cells. Top left image is from **G**. Scale bars: 10 μm.

**Figure 3:**
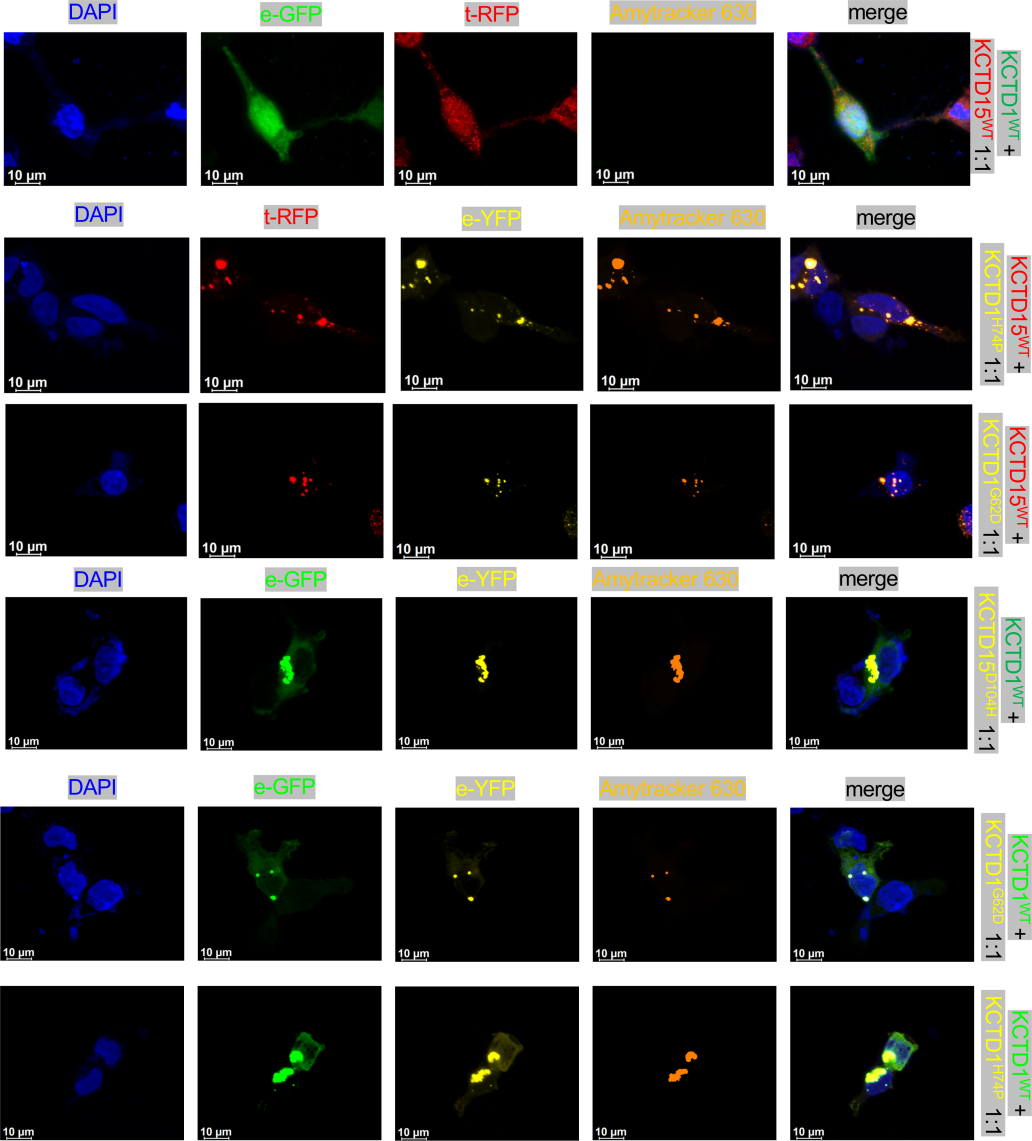
ACC-associated KCTD1 mutants sequester normal KCTD15 protein in amyloid-like aggregates and the ACC-associated KCTD15^D104H^ mutant sequesters normal KCTD1 protein in amyloid-like aggregates. KCTD1^WT^ (green) and KCTD15^WT^ (red) proteins show an overlapping expression pattern in HEK293 cells and do not form amyloid-like aggregates. In contrast, KCTD1^H74P^ and KCTD1^G62D^ mutants sequester both KCTD1^WT^ and KCTD15^WT^ in amyloid-like aggregates. The KCTD15^D104H^ mutant sequesters KCTD1^WT^ in amyloid-like aggregates. Scale bars: 10 μm.

**Figure 4:**
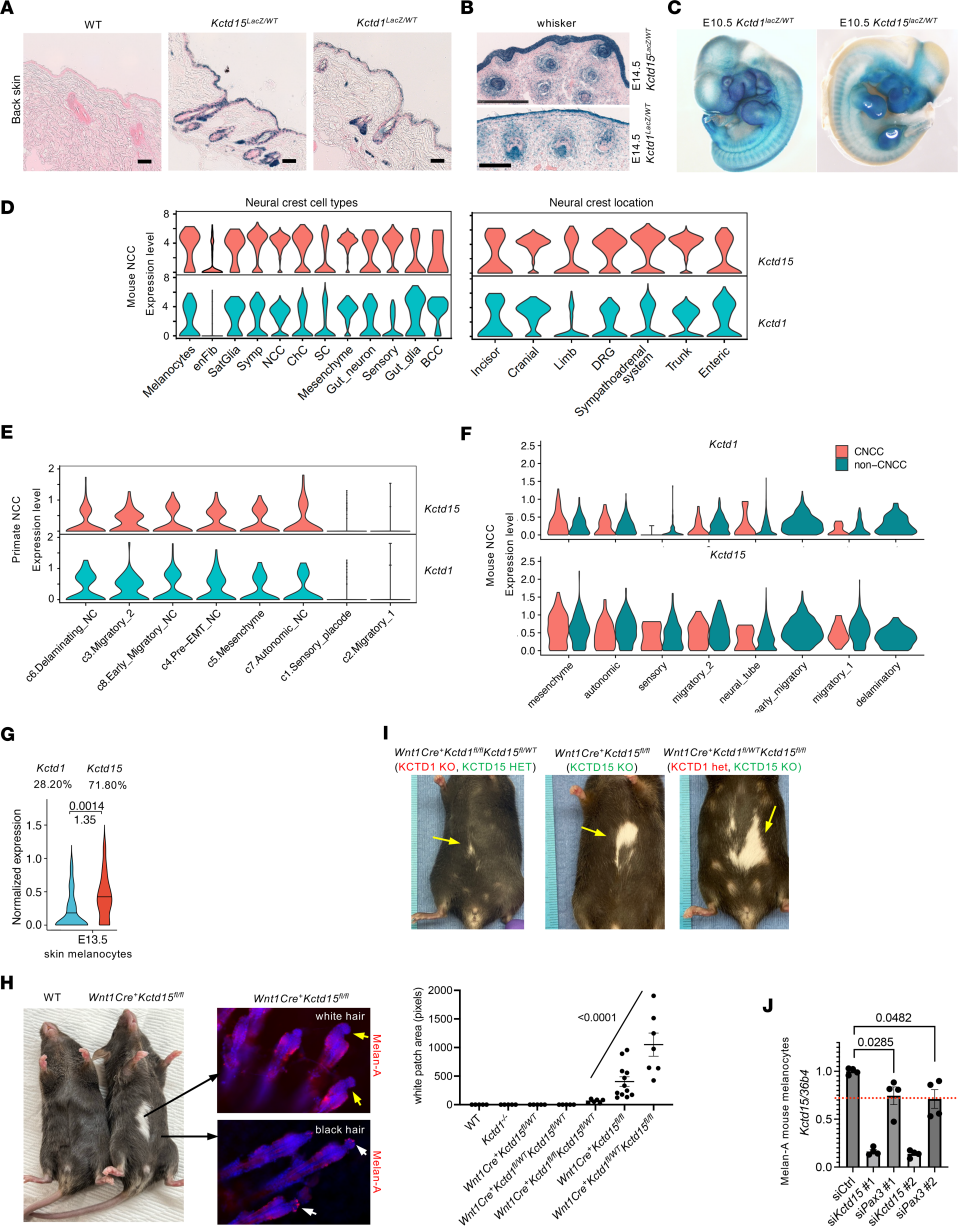
Expression pattern of *Kctd1* and *Kctd15*. (**A**) X-gal labeling of skin from adult *Kctd15^LacZ/WT^* and *Kctd1^LacZ/WT^* mice shows that *Kctd1* and *Kctd15* are expressed in epidermis and hair follicles. Scale bars: 250 μm. (**B**) *Kctd1* and *Kctd15* are expressed in developing epidermis and whiskers (E14.5 *Kctd15^LacZ/WT^* and *Kctd1^LacZ/WT^* mice). Scale bars: top, 250 μm; bottom, 100 μm. (**C**) X-gal staining of E10.5 *Kctd15^LacZ/WT^* and *Kctd1^LacZ/WT^* embryos shows labeling pattern similar to that of neural crest reporter mice (16). (**D**) *Kctd1* and *Kctd15* expression in mouse NCC populations (total 5,741 cells; ref. 18). BCC, boundary cap cells; ChC, chromaffin cells; DRG, dorsal root ganglia; enFib, endoneural fibroblasts; Sat, satellite; SC, Schwann cells; Symp, sympathetic neurons. (**E**) *KCTD1* and *KCTD15* expression in primate NCC populations (total 56,636 cells; ref. 22). (**F**) Comparison of expression of *Kctd1* and *Kctd15* in both cardiac NCC–derived (CNCC) and non–cardiac NCC–derived (non-CNCC) cells in mice between E8.5 and E10.5 (total 4,651 cells, including 260 CNCC and 4,391 non-CNCC; ref. 17). (**G**) *Kctd1* and *Kctd15* expression in melanocytes of developing mouse skin at E13.5 based on scRNA-Seq data (143 melanocytes in data set; ref. 48). Adjusted *P* value and log_2_(fold change) *Kctd15*/*Kctd1* are shown. Percentages indicate relative contribution to overall combined *Kctd1* and *Kctd15* transcript levels in these melanocytes. (**H**) Left: *Wnt1Cre^+^Kctd15^fl/fl^* mice develop a white belly patch due to lack of melanocytes. Right: Lack of Melan-A^+^ melanocytes in hair follicle whole mounts in white patches (yellow arrows), in contrast to presence of melanocytes in adjacent pigmented hair follicles (white arrows). Original magnification, ×20. (**I**) White belly patch size increases in this order: *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/WT^* mice < *Wnt1Cre^+^Kctd15^fl/fl^* mice < *Wnt1Cre^+^Kctd1^fl/WT^Kctd15^fl/fl^* mice. *Y* axis, pixel area of white patches (normalized to length scale). Mean ± SEM; *P* < 0.0001 (1-way ANOVA with test for linear trend among these 3 groups). (**J**) siRNA-mediated knockdown of *Kctd15* or *Pax3* in mouse melanocytes (Melan-A cells) inhibits expression of *Kctd15* (*Kctd15* transcript levels normalized to *36b4* and to control group treated with scrambled siRNA). Results shown for 2 different primer pairs for *Kctd15* and *Pax3*. *N* = 4 per group. Mean ± SEM; *P* values (Kruskal-Wallis test with Dunn’s multiple-comparison test).

**Figure 5:**
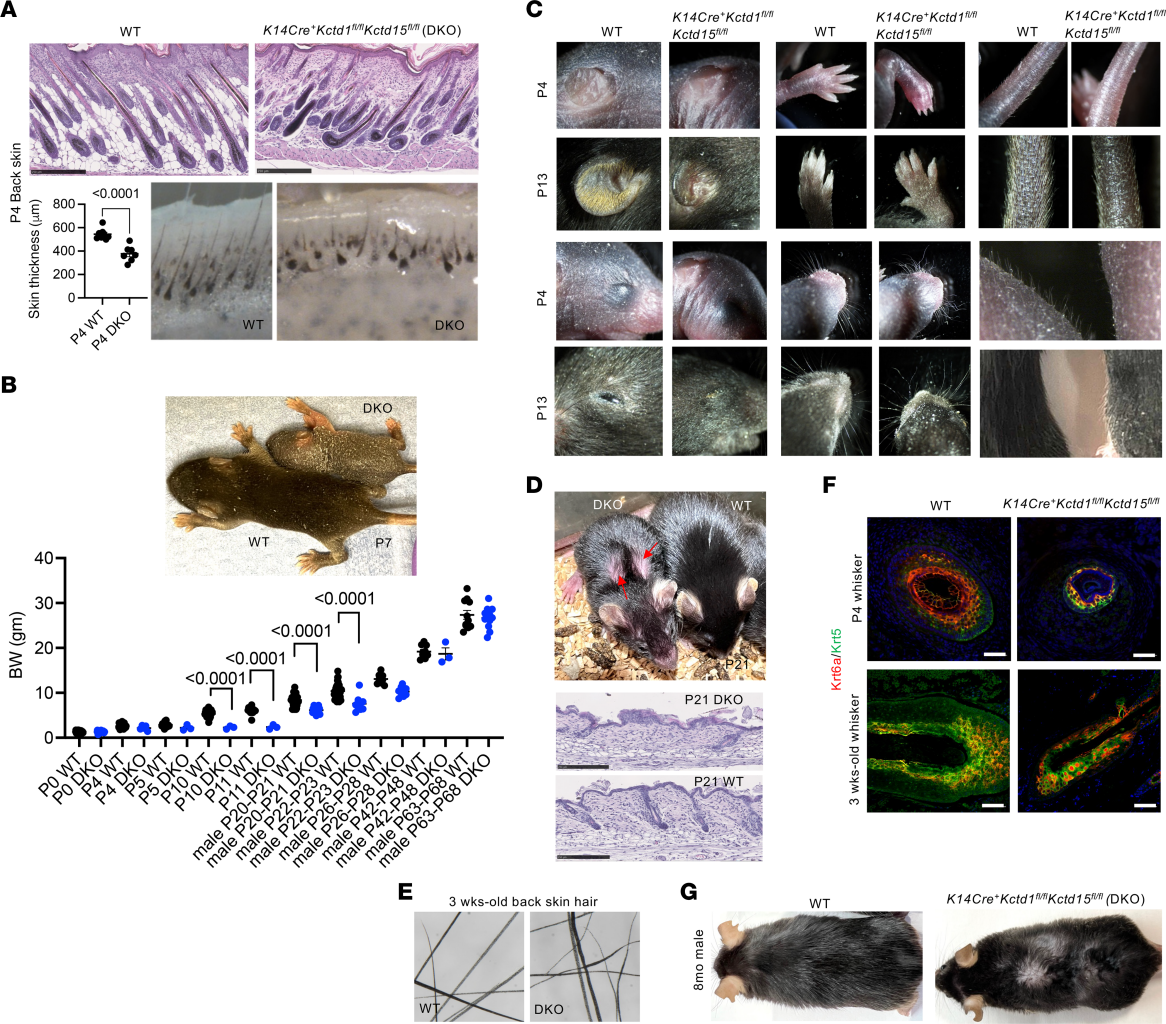
KCTD1/KCTD15 complexes in keratinocytes are critical regulators of skin and hair follicles. (**A**) Hair/skin abnormalities in P4 *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice (DKO). P4 DKO skin is thinner and shows abnormal and shorter hair follicles. Graph shows skin thickness in micrometers (*n* = 7–8 mice per group; mean ± SEM; *P* values, 2-tailed *t* test). Scale bars: 250 μm. (**B**) Delay in hair growth and postnatal growth retardation in DKO mice at P7. *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice (DKO) (blue dots) are born with similar body weight (BW) compared to their controls (black dots) but develop a postnatal growth retardation. Mean ± SEM; *P* values (2-tailed *t* test). (**C**) P4 and P13 *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice versus WT littermates. A delay in opening of the eyelids, interdigital web space formation, and hair growth are observed in *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice, as well as curly whiskers. (**D**) At P21, DKO mice have a sparser fur coat and patches with diminished hair on the upper back (red arrows). Scale bars: 250 μm. (**E**) Structural hair shaft abnormalities in 3-week-old DKO mice. (**F**) Whisker abnormalities in *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice. Scale bars: 50 μm. (**G**) Generalized sparse hair in adult DKO mice at 8 months of age.

**Figure 6:**
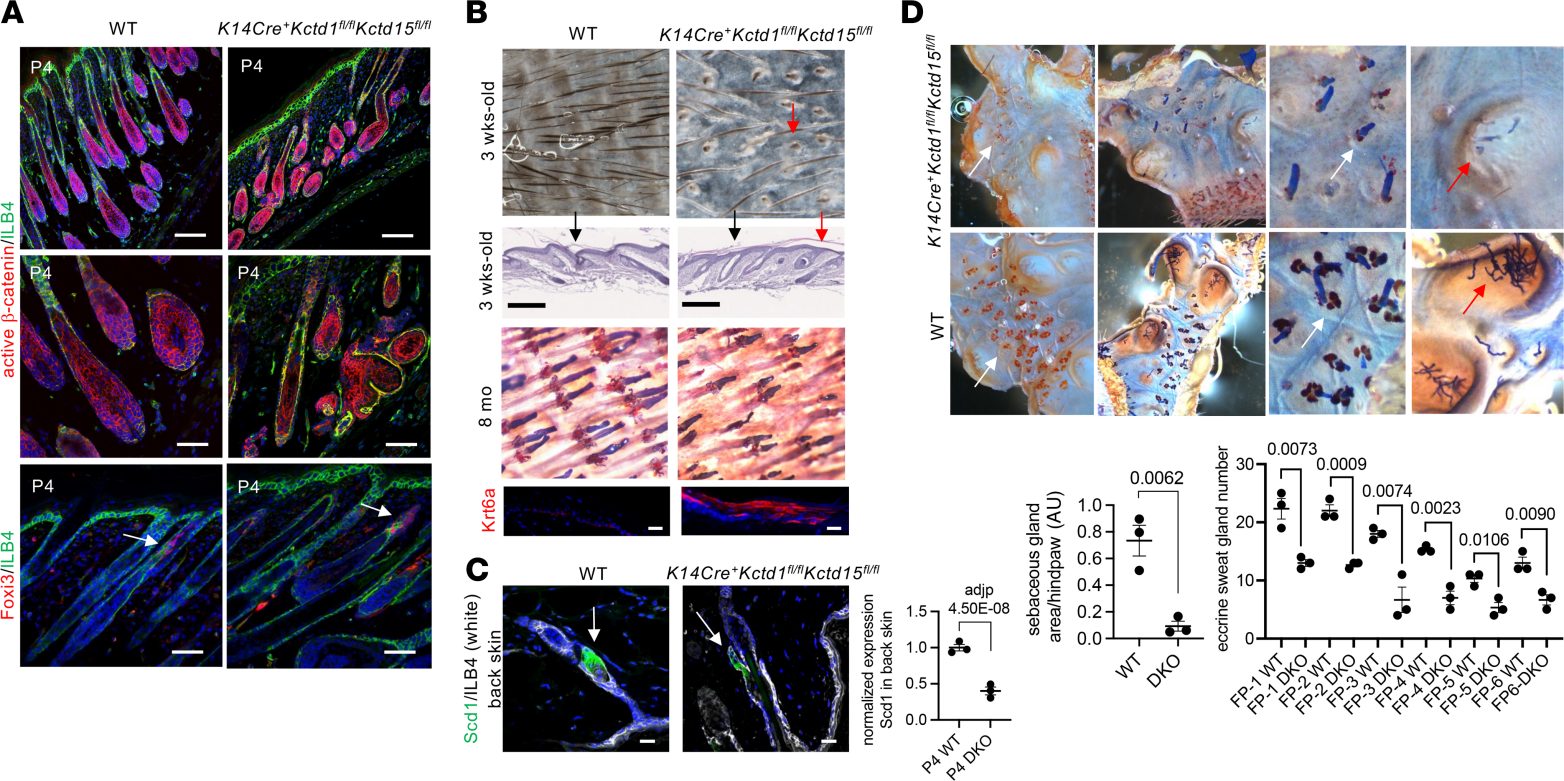
KCTD1/KCTD15 complexes in keratinocytes are required for the proper formation of skin appendages. (**A**) Immunolabeling for active β-catenin of P4 back skin in *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice and WT mice shows abnormal and shorter hair follicles in the mutant mice. Foxi3 is localized at the isthmus/infundibulum junction of hair follicles at P4 (arrows). ILB4, isolectin B4. Scale bars: 100 μm (top); 50 μm (middle and bottom). (**B**) Top 2 rows: Reduced hairs and abnormal hair follicles (red arrows) with flattened scale/interscale junctions (black arrows) in 3-week-old tail skin of *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice. Scale bars: 250 μm. Bottom 2 rows: Abnormal hairs and reduced sebaceous glands in tail skins of 8-month-old *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice, with increased Krt6a in the interfollicular epidermis. Scale bars: 10 μm. (**C**) Left: SCD1 immunolabeling of back skin of adult *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice (DKO) and littermate controls. Scale bars, 20 μm. Right: RNA-Seq values (*n* = 3 per group) for *Scd1* expression in P4 back skin of DKO versus control mice. Mean ± SEM; adjusted *P* value. (**D**) Oil Red O and Nile blue staining of footpad skin from adult *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice shows diminished sebaceous glands (orange, white arrows) and loss of eccrine sweat glands (red arrows) compared with WT controls. Quantification of Oil Red O^+^ hind paw area (sebaceous glands) in 7-week-old male *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice (DKO) and littermate controls. Eccrine gland duct numbers for each footpad (FP1 to FP6) of these mice are shown. Mean ± SEM; *P* values (2-tailed *t* test; *n* = 3 mice per group).

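Relative to the mean of the 3 WT libraries, the TMM-normalized counts of *Scd1* were 0.94, 1.09 and 0.972 in WT replicates 1 to 3 and 0.306, 0.505 and 0.403 in DKO replicates 1 to 3. The DKO mean was 0.405 ± 0.0577 (SEM, n = 3), with an SD of 0.0999, and the WT SEM was 0.0448. The paper's reported DKO mean is 0.401, with an SEM of 0.0547, from its supporting data values. The lowest WT value lay above the highest DKO value.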

**Figure 7:**
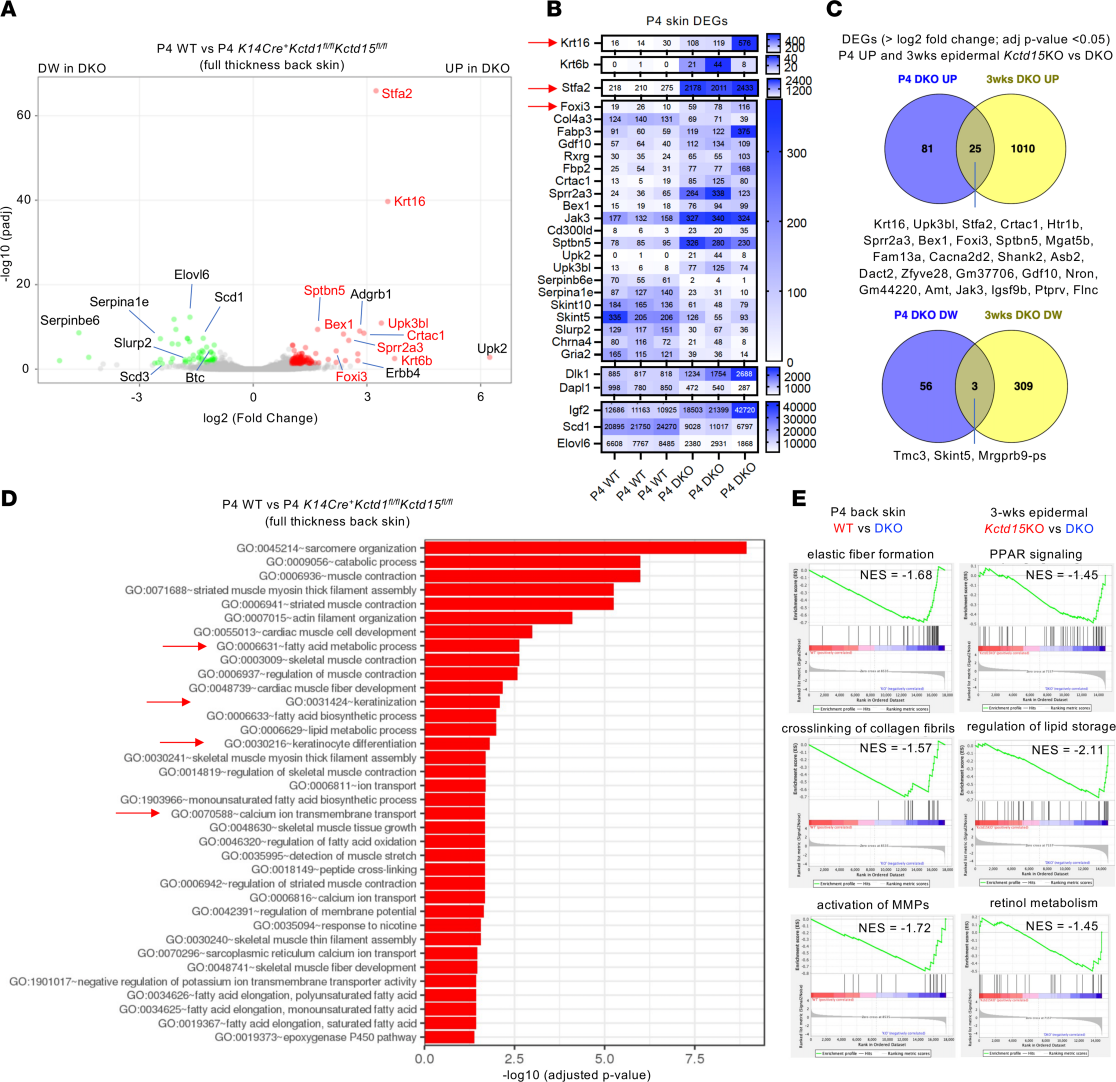
Transcriptomic characterization of skin abnormalities in *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice. (**A**) Volcano plot of RNA-Seq data from back skin of P4 control mice compared with *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice. (**B**) Heatmap shows expression of selected differentially expressed genes (DEGs) in the back skin of P4 control mice compared with *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice. Upregulated DEGs in the skin of *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice include *Krt16*, *Foxi3*, and *Stfa2* (arrows). (**C**) Venn diagrams show DEGs in P4 back skin or 3-week-old back skin epidermis of *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice (compared with *K14Cre^+^Kctd15^fl/fl^* mice that did not have hair/skin abnormalities). Among DEGs upregulated at both time points examined are Foxi3, Krt16, and Stfa2. (**D**) Gene Ontology (GO) enrichment analysis of P4 back skin RNA-Seq data from *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice versus control littermates. (**E**) GSEA shows downregulated pathways in the back skin of P4 *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice, as well as in the back skin epidermis of 3-week-old *K14Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice compared with *K14Cre^+^Kctd15^fl/fl^* mice. NES, normalized enrichment score.

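Among the 20168 genes tested in P4 skin, 14 were called, 8 higher and 6 lower in the libraries labelled DKO. An unadjusted p-value under 0.05 was found for 1512 genes, of which 1000 were higher and 512 lower. The biological coefficient of variation was 20%. In 2663 genes, or 13.2%, the 3 libraries of one group all lay above the 3 of the other, where chance gives 10%. The setting that moved the number of called genes furthest, apart from keeping genes with low counts, was DESeq2, with 152 called genes, 96 higher and 56 lower. All 14 genes called by edgeR were among them. With the number shared by mice of both genotypes as a block, edgeR called 35 genes, 15 higher and 20 lower, so that more were lower. Of the 152, 151 were tested by edgeR, and all 151 had the same direction and an unadjusted p-value under 0.05 there, with a median adjusted p-value of 0.229. Without DKO replicate 1 or 2, edgeR called 36 and 33 genes, and without WT replicate 1, 2 or 3 or DKO replicate 3 it called 2, 2, 3 and 4. Called genes with the largest rise, next to *Krt16* and *Stfa2*, were *Upk3bl*, *Adgrb1* and *Bex1*, with log2 fold changes of 3.38, 2.81 and 2.38. Those with the largest fall, next to *Elovl6*, were *Serpinb6e*, *Gm5538*, *4930449A18Rik* and *Cyp3a57*, with log2 fold changes of -4.53, -2.08, -2.03 and -1.96. The log2 fold change of *Serpinb6e* rests on 1, 4 and 2 counts in the libraries labelled DKO. Of the 29 genes in the heatmap, 7 were called by edgeR and 27 by DESeq2, and in all 29 the groups did not overlap. *Upk2*, with 0, 0 and 1 counts in WT and 6, 41 and 21 in DKO, was removed by edgeR's filter on low counts and was called in edgeR with no filter (adjusted p = 7.69e-05), and neither *Upk2* nor *Cd300ld* received an adjusted p-value from DESeq2.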

**Figure 8:**
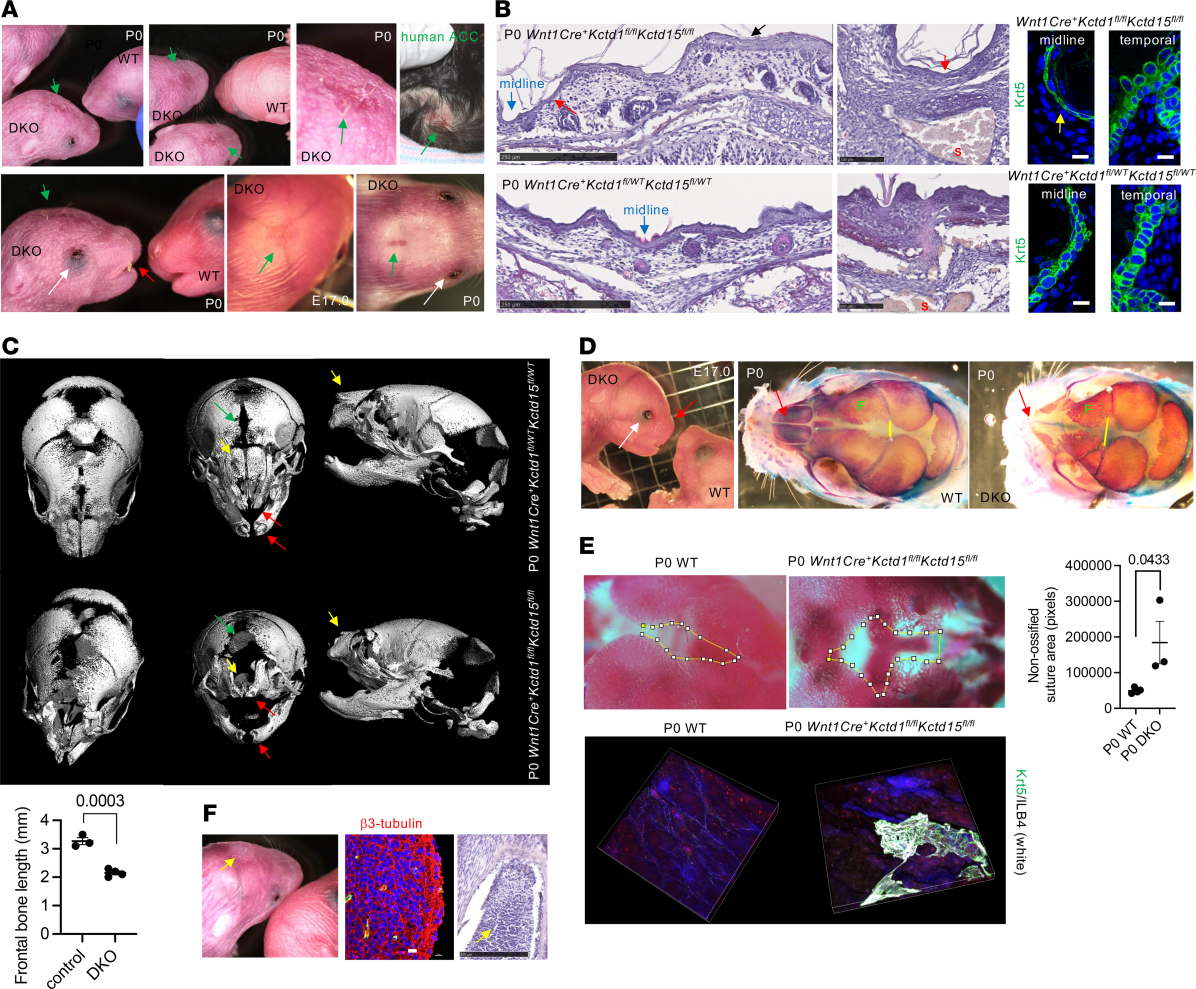
ACC is a neurocristopathy caused by loss of KCTD1/KCTD15 function in NCCs. (**A**) Newborn *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice show thin/eroded epidermis of the midline scalp overlying the interfrontal or sagittal sutures (green arrows), open eyelids (white arrows), and diminished nasal structures (red arrow). Top right: Newborn child with scalp ACC (arrow) (49). (**B**) H&Es show thinned epidermis (red arrows) with a flat Krt5^+^ basal layer (yellow arrow) overlying the interfrontal suture (midline, blue arrows) in P0 *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice, whereas the adjacent more temporal skin has a normal thickness (black arrow). This difference is not observed in P0 *Wnt1Cre^+^Kctd1^fl/WT^Kctd15^fl/WT^* mice. S, sagittal sinus. Scale bars: left, 250 μm; middle, 100 μm; right, 10 μm. (**C**) μCT images of P0 *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice (DKO) and *Wnt1Cre^+^Kctd1^fl/WT^Kctd15^fl/WT^* littermate mice show loss of incisors (red arrows), loss of nasal bones (yellow arrows), and delayed frontal bone ossification along the interfrontal suture (green arrows) in *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice. Graph shows frontal bone length in P0 control and DKO mice in millimeters (*n* = 3–4 mice per group; mean ± SEM; *P* value, 2-tailed unpaired *t* test). (**D**) Open eyes and flat nasal structures in E17.0 *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice (DKO). Skeletal preps of a P0 *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mouse (DKO) and a littermate WT control show loss of nasal bones in the DKO (red arrows), shortened frontal bones (F), and delayed ossification of the interfrontal suture (yellow line shows increased distance between frontal bones at the site where the interfrontal suture crosses with the coronal suture in DKO mice). (**E**) Top: P0 *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice (DKO) show diminished ossification along the interfrontal and sagittal sutures and expanded non-ossified area at that site (outlined in yellow) compared with littermate controls (*n* = 3–4 mice per group; mean ± SEM; *P* values, 2-tailed unpaired *t* test). Bottom: Whole-mount immunolabeling of scalp skin shows demarcation of ACC-like region in a P0 DKO (Krt5 and ILB4 labeling). (**F**) Midline scalp mass (arrow) in a P0 *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mouse shows β_3_-tubulin^+^ heterotopic neuronal tissue. Scale bars: 10 μm (immunolabeling); 250 μm (H&E).

**Figure 9:**
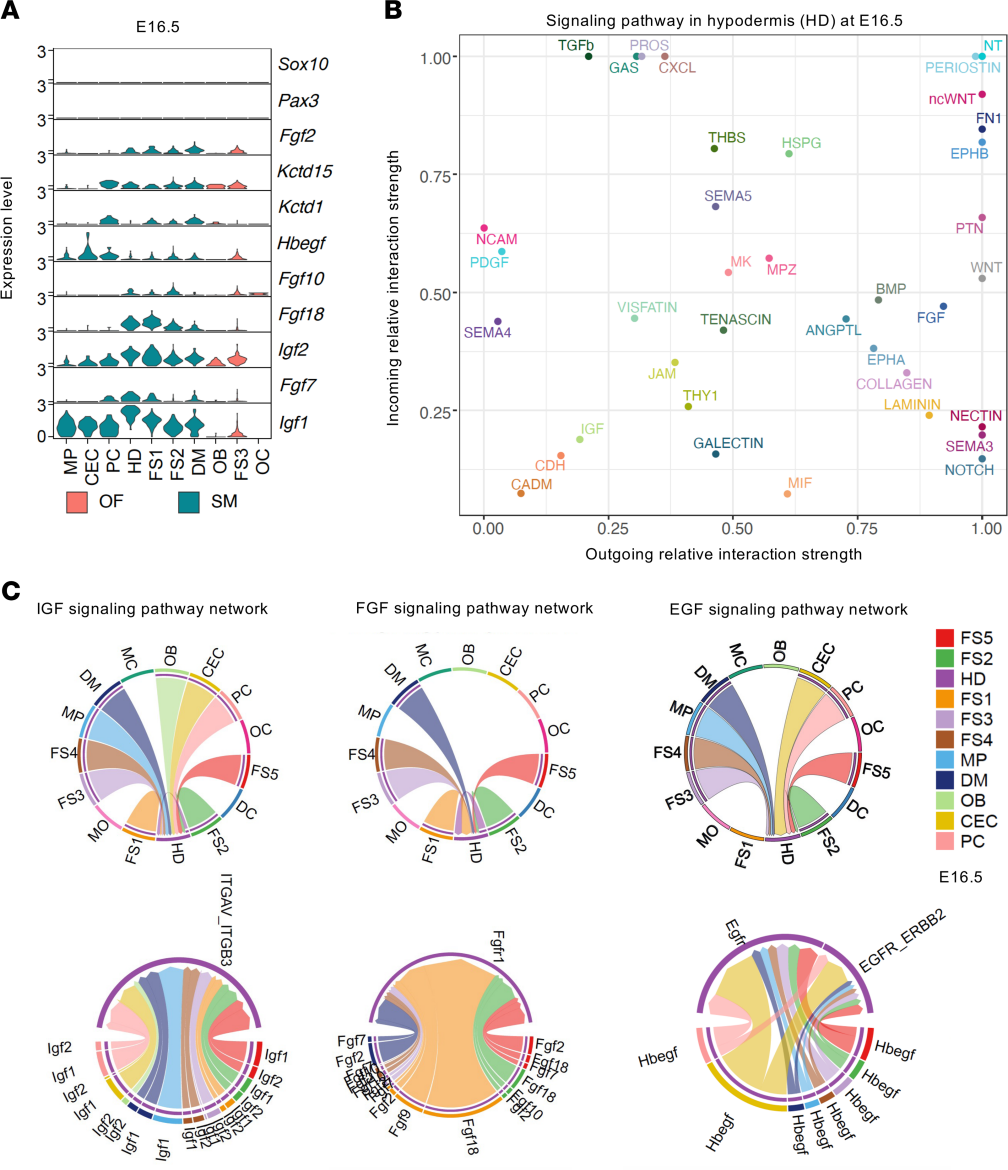
NCC-derived interfrontal suture mesenchymal cells express keratinocyte growth factors at E16.5. (**A**) Expression of *Kctd1*, *Kctd15*, keratinocyte-promoting growth factors (*Igf1*, *Igf2*, *Fgf2*, *Fgf7*, *Fgf10*, *Fgf18*, *Hbegf*), and NCC markers (*Pax3*, *Sox10*) in the interfrontal suture of E16.5 mice (total 6,632 cells; ref. 25). (**B**) The predicted incoming relative strength of the signaling pathways in the hypodermis (HD) cell population at E16.5, based on interfrontal suture scRNA-Seq data at E16.5. (**C**) scRNA-Seq data analysis of embryonic interfrontal mouse suture at E16.5: chord diagrams of inferred IGF, EGF, and FGF signaling networks from the various cell types to the HD population. Top subpanels show cell-cell interactions. Segments with large arrows represent signaling targets, and inner bars represent signaling sources in which the colors indicate signaling targets. The thickness of each string indicates the number of different interaction pairs colored by cell clusters. Bottom subpanels show inferred ligand-receptor interactions (total 6,632 cells; ref. 25). CEC, capillary endothelial cells; DC, dendritic cells; DM, dura mater; FS, frontal suture clusters; HD, hypodermis; MC, mast cells; MO, monocytes; MP, macrophages; OB, osteoblasts; OF, osteogenic front; PC, pericytes; SM, suture mesenchyme.

**Figure 10:**
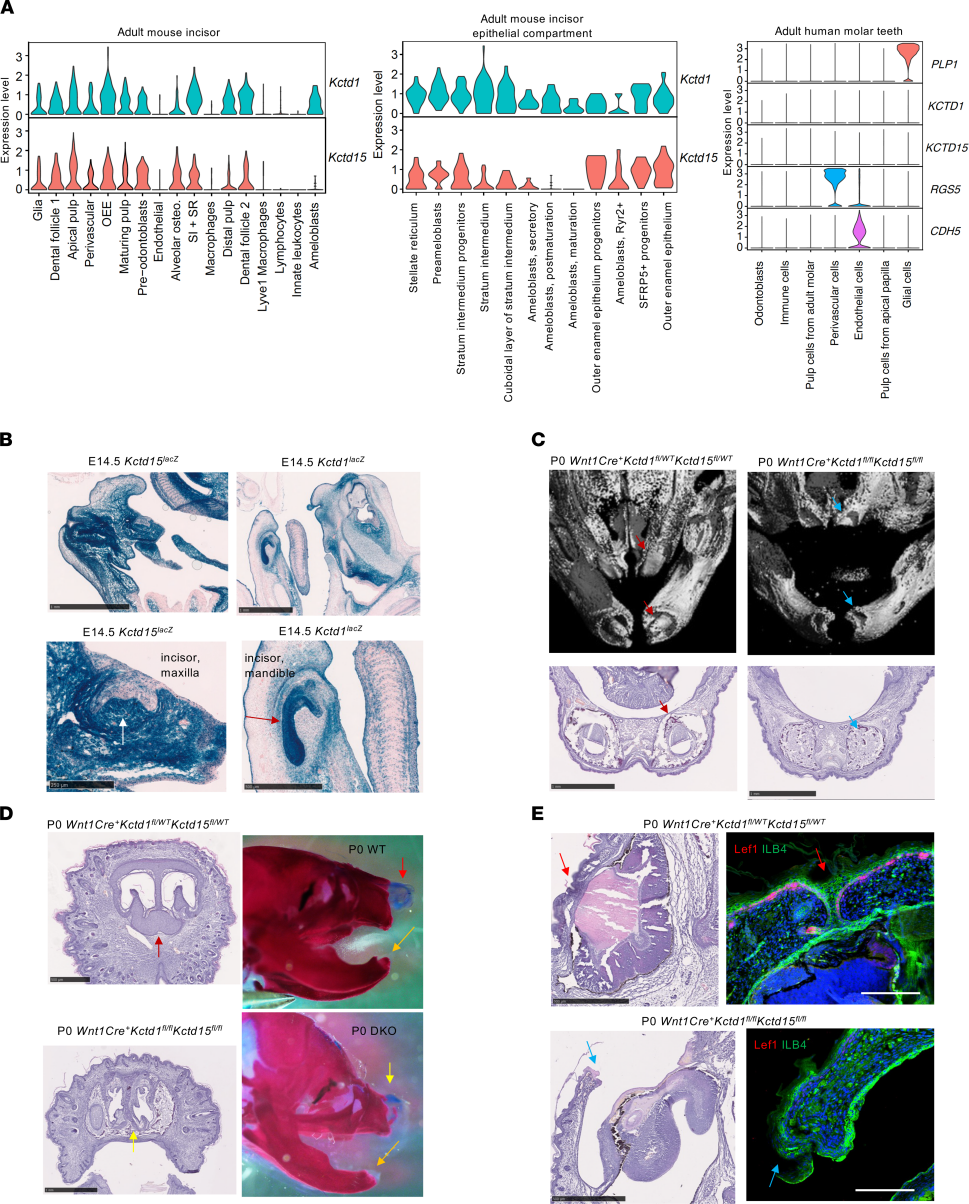
*Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice show absence of incisors and defects in nose and eyelid development. (**A**) Expression of *Kctd1* and *Kctd15* in adult mouse incisors (left) and their epithelial compartment (middle), or in human molar teeth (right) (mouse incisor scRNA-Seq: 2,880 total cells; epithelial component: 267 total cells; human molar teeth: 41,674 total cells; ref. 50). OEE, outer enamel epithelium; SI, stratum intermedium; SR, stellate reticulum. (**B**) X-gal staining of E14.5 *Kctd15^LacZ/WT^* and *Kctd1^LacZ/WT^* embryos shows *Kctd1* and *Kctd15* expression in nasal cartilage/bone and teeth. *Kctd1* is expressed at E14.5 mainly in tooth epithelium (red arrow) and less in the dental papilla. *Kctd15* is expressed at E14.5 mainly in the tooth papilla (white arrow) and less in the tooth epithelium. Scale bars: top, 1 mm; bottom left, 250 μm; bottom right, 500 μm. (**C**) μCT images and histology show absence of incisors in P0 *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice (blue arrows) that are present in heterozygotes (red arrows). Scale bars: 1 mm. (**D**) Diminished nasal bones and nasal cartilage (yellow arrows) result in nasal airway abnormalities in P0 *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice (control mice: red arrows). Incisors (orange arrow) are absent in P0 *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice (DKO). Scale bars: top, 500 μm; bottom, 1 mm. (**E**) P0 *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice have open eyelids at birth (blue arrows), whereas WT littermates have fused eyelids at birth (red arrows). Lef1/isolectin B4–FITC (ILB4) labeling. Scale bars: H&Es, 500 μm; immunolabeling, 100 μm.

**Figure 11:**
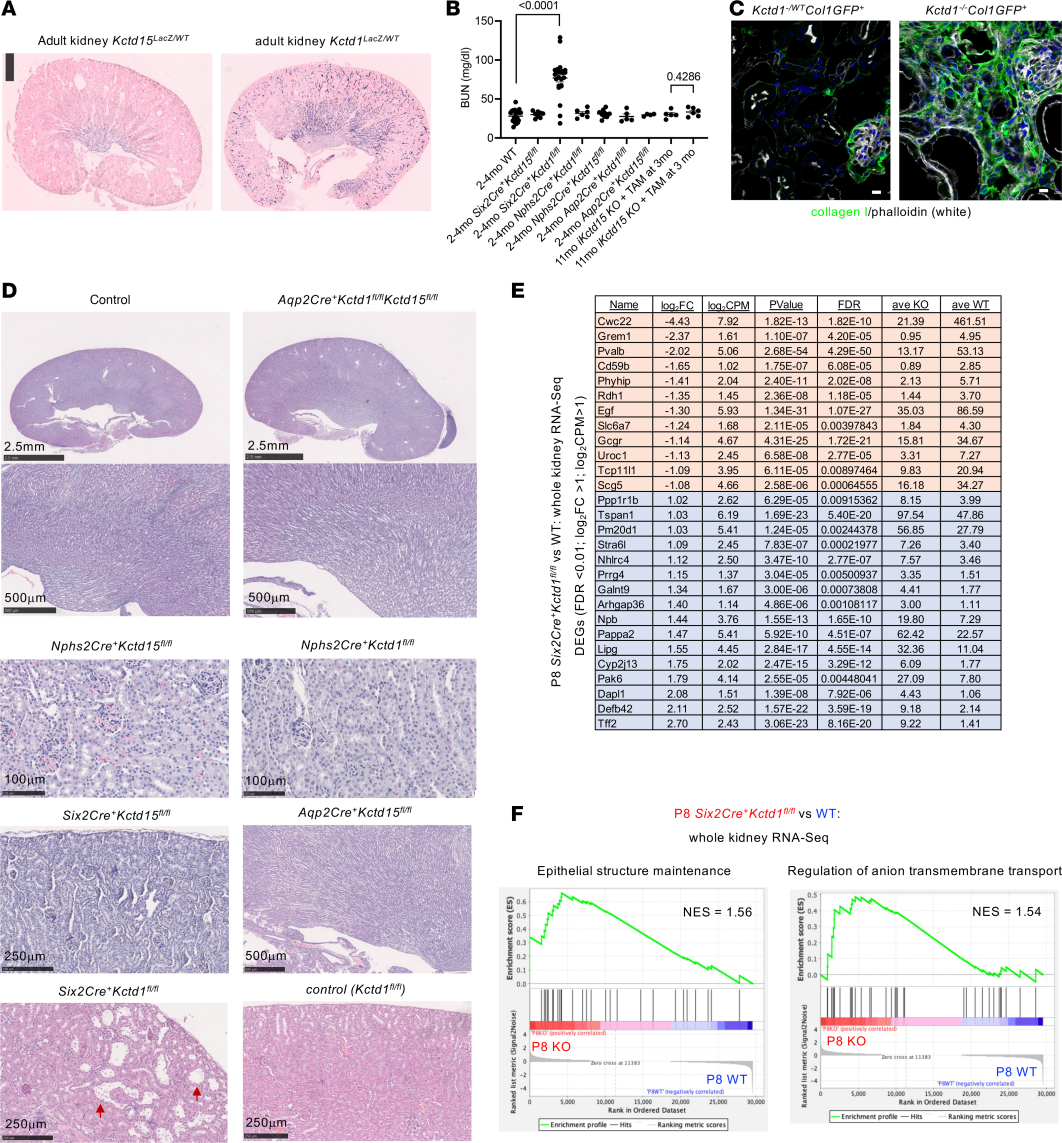
KCTD1 but not KCTD15 is required for renal function. (**A**) *Kctd15* is expressed in the kidney mainly in medullary collecting ducts, whereas *Kctd1* is expressed in all distal nephron segments. X-gal staining in adult kidneys of *Kctd1^Lacz/WT^* and *Kctd15^Lacz/WT^* mice. (**B**) *Six2Cre^+^Kctd1^fl/fl^* mice show elevated blood urea nitrogen (BUN), whereas inactivation of KCTD15 in the kidney during development or in the adult does not affect renal function. Inducible inactivation of KCTD15 in all cells (*β*-*actin-CreERT2^+^Kctd15^fl/fl^* mice [iKctd15 KO] treated with tamoxifen [TAM] at 3 months of age and assessed at 11 months of age) does not increase BUN. Mean ± SEM; *P* values (Mann-Whitney test). (**C**) Interstitial fibrosis in kidneys of *Kctd1^–/–^Col1GFP^+^* mice (green, type I collagen). Seven-month-old *Kctd1^–/–^Col1GFP^+^* and *Kctd1^–/WT^Col1GFP^+^* mice. Scale bars: 10 μm. (**D**) Normal kidney morphology in adult *Aqp2Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice, *Aqp2Cre^+^Kctd15^fl/fl^* mice, *Nphs2Cre^+^Kctd15^fl/fl^* mice, or *Six2Cre^+^Kctd15^fl/fl^* mice. Adult (3-month-old) *Six2Cre^+^Kctd1^fl/fl^* mice show abnormal and dilated distal nephron segments in the kidney cortex (red arrows). (**E**) DEGs in P8 kidneys of *Six2Cre^+^Kctd1^fl/fl^* mice and their nephron segment location (compared with P8 controls). DEGs of whole-kidney bulk RNA-Seq defined by: FDR < 0.01; log_2_(fold change) > 1; log_2_(CPM) > 1. CPM, counts per million. (**F**) Significantly upregulated pathways according to GSEA in P8 kidneys of *Six2Cre^+^Kctd1^fl/fl^* mice include “epithelial structure maintenance” and “anion transmembrane transport.” NES, normalized enrichment score.

**Figure 12:**
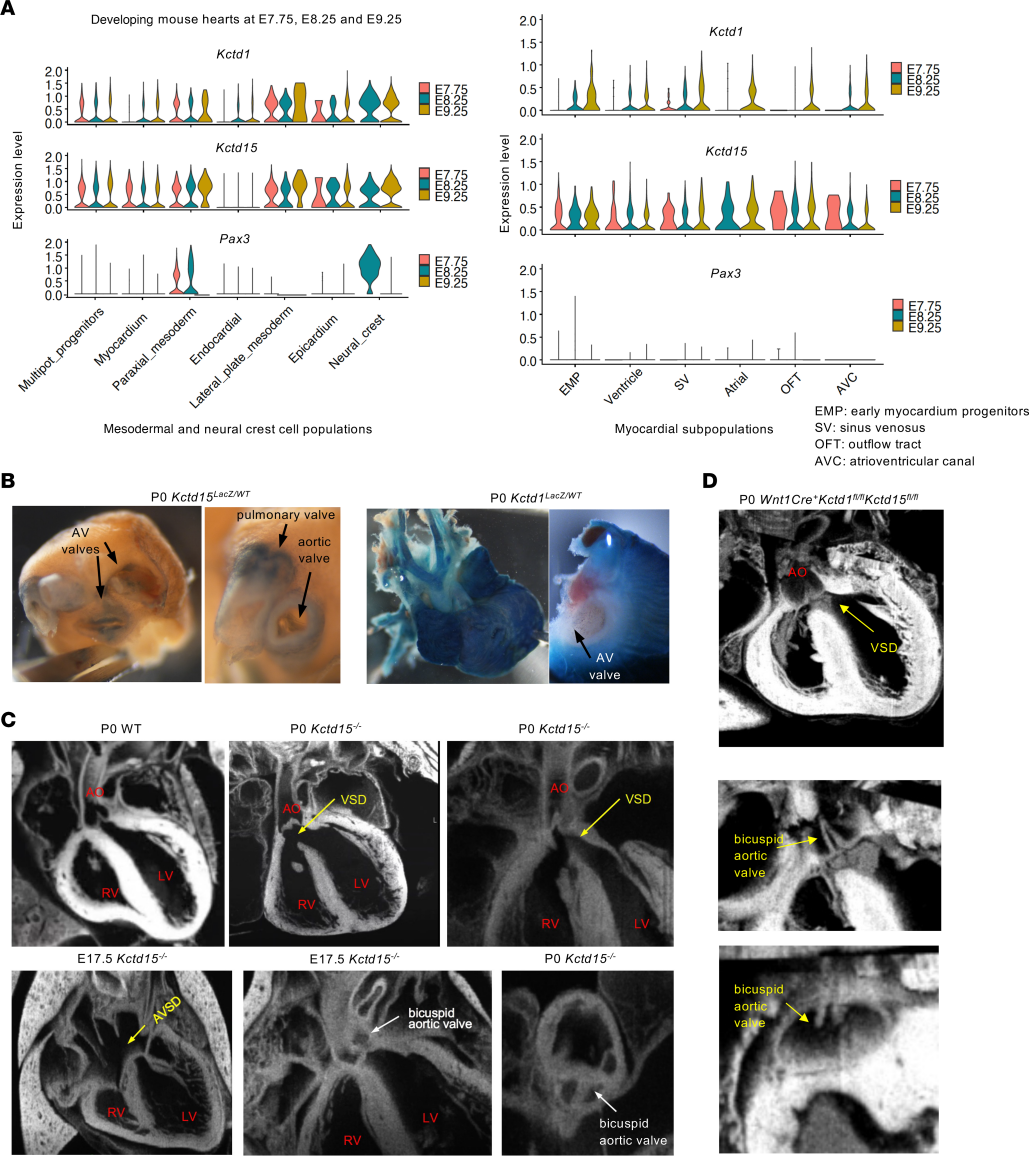
KCTD15 is required for the proper development of the perimembranous ventricular septum and the aortic valve. (**A**) Expression of *Kctd1*, *Kctd15*, and *Pax3* during early mouse heart development (E.7.75, E8.25, and E9.25). *Kctd15* is much more highly expressed than *Kctd1* in the outflow tract and atrioventricular canal at E7.75. Violin plots of scRNA-Seq data separated by mesodermal and NCC populations (left) and myocardial subpopulations (right) (total 21,988 cells; ref. 20). (**B**) Hearts of newborn *Kctd15^LacZ/WT^* mice (P0) show X-gal staining (blue) of cardiac valves and vessels. Hearts of newborn *Kctd1^LacZ/WT^* mice (P0) show X-gal staining (blue) of ventricular and atrial myocardium, but no strong labeling is observed in cardiac valves. AV, atrioventricular. (**C**) Episcopic fluorescence image capture (EFIC) imaging of hearts from *Kctd15^–/–^* mice and littermate controls at P0 or E17.5. In contrast to P0 WT hearts, hearts from P0 *Kctd15^–/–^* mice show a subaortic membranous ventricular septal defect (VSD), which can be accompanied by an overriding aorta, or an atrioventricular septal defect (AVSD), as well as a bicuspid aortic valve. AO, aorta; LV, left ventricle; RV, right ventricle. (**D**) EFIC imaging of hearts from P0 *Wnt1Cre^+^Kctd1^fl/fl^Kctd15^fl/fl^* mice shows a subaortic membranous VSD, an overriding aorta, and a bicuspid aortic valve.

**Figure 13:**
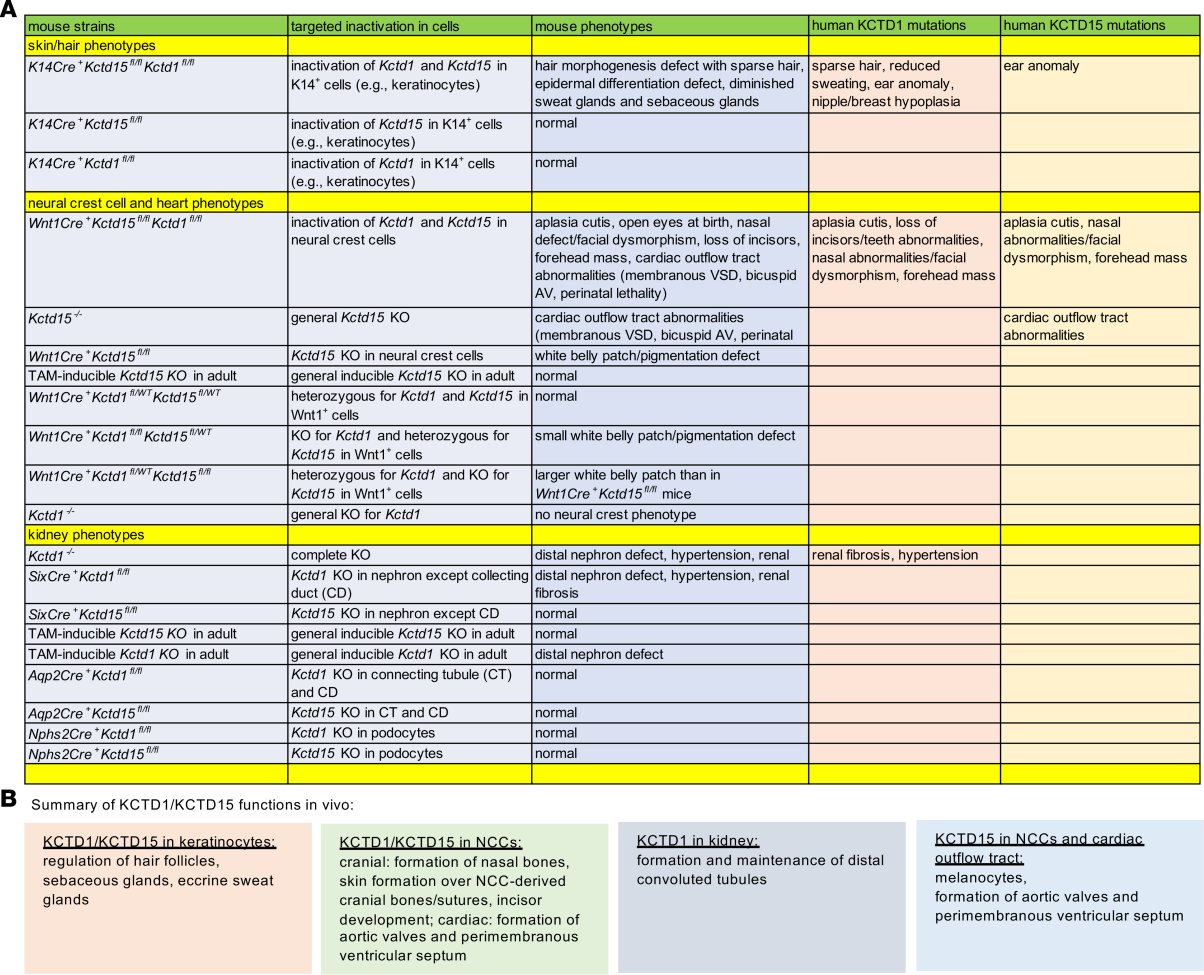
Overlap of functions of KCTD1/KCTD15 complexes in mice and humans. (**A**) Comparison of phenotypes in mouse strains generated in this study and patients with *KCTD1* or *KCTD15* mutations. (**B**) Summary of proposed KCTD1/KCTD15 functions.

## References

[1] Bessis D (2017). The scalp hair collar and tuft signs: a retrospective multicenter study of 78 patients with a systematic review of the literature. J Am Acad Dermatol.

[2] Frieden IJ (1986). Aplasia cutis congenita: a clinical review and proposal for classification. J Am Acad Dermatol.

[3] Campbell W (1826). Case of congenital ulcer on the cranium of a fetus. Edin J Med Sci.

[4] Marneros AG (2015). Genetics of aplasia cutis reveal novel regulators of skin morphogenesis. J Invest Dermatol.

[5] Stephan MJ (1982). Origin of scalp vertex aplasia cutis. J Pediatr.

[6] Sutton RL (1935). Congenital defect of the skin of the newborn. Arch Dermatol Syph.

[7] Marneros AG (2013). Mutations in KCTD1 cause scalp-ear-nipple syndrome. Am J Hum Genet.

[8] https://www.ncbi.nlm.nih.gov/pmc/articles/PMC6777611/.

[9] Ji AX (2016). Structural insights into KCTD protein assembly and Cullin3 recognition. J Mol Biol.

[10] Wang D (2023). KCTD1 and scalp-ear-nipple (‘Finlay-Marks’) syndrome may be associated with myopia and thin basement membrane nephropathy through an effect on the collagen IV α3 and α4 chains. Ophthalmic Genet.

[11] Marneros AG (2020). AP-2β/KCTD1 control distal nephron differentiation and protect against renal fibrosis. Dev Cell.

[12] Hu L (2020). KCTD1 mutants in scalp‑ear‑nipple syndrome and AP‑2α P59A in Char syndrome reciprocally abrogate their interactions, but can regulate Wnt/β‑catenin signaling. Mol Med Rep.

[13] Smaldone G (2019). Molecular basis of the scalp-ear-nipple syndrome unraveled by the characterization of disease-causing KCTD1 mutants. Sci Rep.

[14] Ding X (2009). The interaction of KCTD1 with transcription factor AP-2alpha inhibits its transactivation. J Cell Biochem.

[15] Zarelli VE, Dawid IB (2013). Inhibition of neural crest formation by Kctd15 involves regulation of transcription factor AP-2. Proc Natl Acad Sci U S A.

[16] Chen G (2017). Specific and spatial labeling of P0-Cre versus Wnt1-Cre in cranial neural crest in early mouse embryos. Genesis.

[17] Soldatov R (2019). Spatiotemporal structure of cell fate decisions in murine neural crest. Science.

[18] Kastriti ME (2022). Schwann cell precursors represent a neural crest-like state with biased multipotency. EMBO J.

[19] Chen W (2021). Single-cell transcriptomic landscape of cardiac neural crest cell derivatives during development. EMBO Rep.

[20] de Soysa TY (2019). Single-cell analysis of cardiogenesis reveals basis for organ-level developmental defects. Nature.

[21] Liu X (2019). Single-cell RNA-seq of the developing cardiac outflow tract reveals convergent development of the vascular smooth muscle cells. Cell Rep.

[22] Zhai J (2022). Primate gastrulation and early organogenesis at single-cell resolution. Nature.

[23] Olaopa M (2011). Pax3 is essential for normal cardiac neural crest morphogenesis but is not required during migration nor outflow tract septation. Dev Biol.

[24] Mishina Y, Snider TN (2014). Neural crest cell signaling pathways critical to cranial bone development and pathology. Exp Cell Res.

[25] Holmes G (2020). Integrated transcriptome and network analysis reveals spatiotemporal dynamics of calvarial suturogenesis. Cell Rep.

[26] Ransick A (2019). Single-cell profiling reveals sex, lineage, and regional diversity in the mouse kidney. Dev Cell.

[27] Marneros AG (2021). Magnesium and calcium homeostasis depend on KCTD1 function in the distal nephron. Cell Rep.

[28] George RM (2020). The heart of the neural crest: cardiac neural crest cells in development and regeneration. Development.

[29] Hill MC (2022). Integrated multi-omic characterization of congenital heart disease. Nature.

[30] Miao Y (2020). Intrinsic endocardial defects contribute to hypoplastic left heart syndrome. Cell Stem Cell.

[31] Asp M (2019). A spatiotemporal organ-wide gene expression and cell atlas of the developing human heart. Cell.

[32] Seeger MA, Paller AS (2015). The roles of growth factors in keratinocyte migration. Adv Wound Care (New Rochelle).

[33] Gunschmann C (2013). Insulin/IGF-1 controls epidermal morphogenesis via regulation of FoxO-mediated p63 inhibition. Dev Cell.

[34] Li L (2019). TFAP2C- and p63-dependent networks sequentially rearrange chromatin landscapes to drive human epidermal lineage commitment. Cell Stem Cell.

[35] Johnson AL (2020). Early embryonic expression of AP-2α is critical for cardiovascular development. J Cardiovasc Dev Dis.

[36] Brewer S (2002). Requirement for AP-2alpha in cardiac outflow tract morphogenesis. Mech Dev.

[37] Brewer S (2004). Wnt1-Cre-mediated deletion of AP-2alpha causes multiple neural crest-related defects. Dev Biol.

[38] Skarnes WC (2011). A conditional knockout resource for the genome-wide study of mouse gene function. Nature.

[39] Kobayashi A (2008). Six2 defines and regulates a multipotent self-renewing nephron progenitor population throughout mammalian kidney development. Cell Stem Cell.

[40] Lewis AE (2013). The widely used Wnt1-Cre transgene causes developmental phenotypes by ectopic activation of Wnt signaling. Dev Biol.

[41] Hayashi S, McMahon AP (2002). Efficient recombination in diverse tissues by a tamoxifen-inducible form of Cre: a tool for temporally regulated gene activation/inactivation in the mouse. Dev Biol.

[42] Van Otterloo E (2018). AP-2α and AP-2β cooperatively orchestrate homeobox gene expression during branchial arch patterning. Development.

[43] Rosenthal J (2004). Rapid high resolution three dimensional reconstruction of embryos with episcopic fluorescence image capture. Birth Defects Res C Embryo Today.

[44] (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[45] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[46] (2013). The Subread aligner: fast, accurate and scalable read mapping by seed-and-vote. Nucleic Acids Res.

[47] (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[48] Jacob T (2023). Molecular and spatial landmarks of early mouse skin development. Dev Cell.

[49] Marneros AG (2013). BMS1 is mutated in aplasia cutis congenita. PLoS Genet.

[50] Krivanek J (2020). Dental cell type atlas reveals stem and differentiated cell types in mouse and human teeth. Nat Commun.

# Supplementary material for: KCTD1/KCTD15 complexes control ectodermal and neural crest cell functions, and their impairment causes aplasia cutis
**Source:** J Clin Invest. 2023 Dec 19;134(4):e174138. doi: 10.1172/JCI174138
**Supplement:** Supplemental tables 1-2

**Supplemental Table 1: Primary antibodies used in this study for immunofluorescence labeling.**

|                                                                          |                            |                                      |
|--------------------------------------------------------------------------|----------------------------|--------------------------------------|
| rabbit anti-AP-2 $\beta$ (1:200)                                         | Cell Signaling Technology  | Cat# 2509,<br>RRID:AB_2058198        |
| guinea pig anti-Krt5 (1:200)                                             | American Research Products | 03-GP-CK5,<br>RRID:AB_1541051        |
| rabbit anti-Krt6a (1:500)                                                | Biolegend                  | 905701,<br>RRID:AB_2565052           |
| Foxi3 (mouse monoclonal, clone N359/28) (1:100)                          | NeuroMab                   | RRID: AB_2315836                     |
| rabbit anti-Col17 (1:100)                                                | Abcam                      | ab184996<br>RRID:AB_3073488          |
| rabbit anti-Melan-A (1:400)                                              | Abcam                      | ab210546,<br>RRID:AB_2889292         |
| rabbit anti-Lef1 (1:100)                                                 | Cell Signaling Technology  | 2230S,<br>RRID:AB_823558             |
| rabbit anti-Ki67 (1:100)                                                 | Abcam                      | ab16667,<br>RRID:AB_302459           |
| rabbit anti-loricrin (1:200)                                             | Abcam                      | ab85679,<br>RRID:AB_2134912          |
| rabbit anti-AP-2 $\alpha$ (1:200)                                        | Abcam                      | ab108311,<br>RRID:AB_10861200        |
| rabbit anti- $\beta$ 3 tubulin (1:50)                                    | Cell Signaling Technology  | 5666S,<br>RRID:AB_10691594           |
| rabbit anti-GFP (1:100)                                                  | Thermo Fisher Scientific   | Cat# A-11122,<br>RRID:AB_221569      |
| rabbit anti-active $\beta$ -catenin (non-phospho Ser33/37/Thr41) (1:100) | Cell Signaling Technology  | Cat# 8814S,<br>RRID:AB_11127203      |
| rabbit anti-SCD1 (C12H5) antibody (1:100)                                | Cell Signaling Technology  | Cat# 2794S,<br>RRID:AB_2183099       |
| mouse anti-CD68 (1:100)                                                  | Thermo Fisher Scientific   | Cat# 14-0688-82,<br>RRID:AB_11151139 |
| rabbit anti-KCTD15 (1:100)                                               | Abcam                      | Cat# ab106373,<br>RRID:AB_10859595   |
| rabbit anti-KCTD1 (1:100)                                                | Sigma                      | Cat# SAB1301602                      |
|                                                                          |                            |                                      |

**Supplemental Table 2: PCR primers used in this study for semiquantitative RT-PCR.**

| <b>Primer Name</b> | <b>Sequence (5' to 3')</b> |
|--------------------|----------------------------|
| mKCTD15-up1        | TCCTCGCTTAACGCACACG        |
| mKCTD15-dw1        | AGACGGCTTATTCTGGAGTCA      |
|                    |                            |
| mPax3-up1          | CCGGGGCAGAATTACCCAC        |
| mPax3-dw1          | GCCGTTGATAAATACTCCTCCG     |
|                    |                            |
| m-Pax3-up2         | TACCAGCCCACGTCTATTCC       |
| m-Pax3-dw2         | TAGCCTGCGGTGCTATAGGT       |
|                    |                            |
| mKctd15-up2        | TCCTCGCTTAACGCACACG        |
| mKctd15-dw2        | AGACGGCTTATTCTGGAGTCA      |
|                    |                            |
| mKCTD15-up3        | GTTTCCCTCTCAACGGCTAC       |
| mKCTD15-dw3        | CGGCAAAGAACATATTCGCTG      |
|                    |                            |
| m36B4 up           | TCACTGTGCCAGCTCAGAAC       |
| m36B4 dw           | AATTTCAATGGTGCCTCTGG       |

How the deposited data were processed for this re-analysis (not part of the article)

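RNA-Seq counts were read for 13 libraries in 4 conditions, 1 library per mouse. Full-thickness back skin at P4 was represented by 3 WT mice and 3 mice labelled DKO (*K14Cre+Kctd1 fl/flKctd15 fl/fl*). Epidermis of back skin at P22, which the sample labels give as 3 weeks, was represented by 4 DKO and 3 *K14Cre+Kctd15 fl/fl* mice. Samples were grouped by tissue and genotype as their labels state. The columns of the paper's Supplemental Table 3 matched the 6 P4 libraries one to one in the 1835 genes compared.

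The authors depleted rRNA, prepared libraries with the NEBNext Ultra II kit, sequenced paired-end reads on an Illumina NovaSeq, trimmed them with Trimmomatic, mapped them to GRCm38 with STAR and counted them on annotated genes with featureCounts. The deposited values are counts per gene, as whole numbers without normalization, for 49315 genes. Whether the counting used the strand, and how it treated reads that map to several genes, is not given in the paper's text. Gene symbols were found for 48970 of the identifiers, or 99.3%.

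The 7 epidermis libraries hold a count of 0 for all 49315 genes in the files used here. No result is given for the epidermis, for genes shared by both ages, for the difference between the comparisons or for a fit of all 13 libraries, and the passages cover P4 skin. The 6 P4 libraries hold between 11263863 and 17643043 counts. A count of 3 was taken as the floor, which corresponds to 0.17 to 0.266 CPM.

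Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, counts were normalized with TMM, and P4 DKO was compared with P4 WT by the quasi-likelihood F test with Benjamini-Hochberg adjustment over 20168 genes. Genes with an adjusted p-value under 0.05 and an absolute log2 fold change over 1 were called, as in the paper's methods. A normalized count is the count divided by the library's effective size and multiplied by the mean effective size. Standard errors of log2 fold changes were taken from the fold change and its F statistic. The paper's methods name DESeq2, and version 1.42.0 was run as an alternative with its own size factors and independent filtering.

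The rule for the genes named in the text was fixed before the data were examined. It covers every gene the paper names for these experiments in its text or in Figure 7, A–C, the 5 called genes with the largest rise and the 5 with the largest fall whose groups do not overlap and whose mean normalized count in the higher group is at least 10, the 3 genes with the smallest p-values in each gene list, and 5 sex-linked genes. The text also names genes outside this rule, chosen after their values were seen: abundant members of gene lists (*Ttn*, *Acta1*, *Neb*, *Soat1*, *Krt79*, *Car3*, *Lpl*, *Fabp4*, *Col1a1*, *Col3a1*, *Col1a2*, *Tchh* and *Krt25*), paralogs (*Scd2*, *Stfa1* and *Stfa3*) and *Gm26917*.

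The gene lists, 23 in all, were also written before the data were examined. They cover elastic fiber formation, cross-linking of collagen fibrils, activation of matrix metalloproteinases, PPAR signaling, retinol metabolism, regulation of lipid storage, fatty acid synthesis, keratinocyte differentiation, calcium ion transport, skeletal muscle, developmental myosins, sebaceous gland, adipocytes, dermal fibroblasts, imprinted growth genes, proliferation, anagen hair follicle, hair follicle stem cells, alarmins and wound response, melanocytes, epidermal T cells and Langerhans cells, red blood cells, and 5 sex-linked genes. They stand in for the GSEA and ShinyGO collections, which were not used here. Lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. A ranking by signal-to-noise ratio in fgsea 1.28.0 was added after seeing the data.

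The tests were first run on simulated counts drawn from the means and library sizes of the P4 libraries. Each gene was drawn independently, with the same dispersion for all genes, and the changed genes were chosen among those with high counts. Of 200 genes given a log2 fold change of 2 up or down, edgeR recovered 200 with 3 other calls among 19872 genes, and DESeq2 recovered 200 with 1 other call among 20168. A list given a log2 fold change of 1 was returned with a median of 1.03, and 0 of the other lists passed. Dispersion that differs between genes and correlation between genes were not simulated. The run therefore checks the code and does not measure sensitivity or false calls in the real libraries.

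Alternatives fixed before the data were examined were DESeq2, RLE size factors, total counts without composition scaling, no filter on low counts, a minimum of 10 counts in every library, removal of genes on chromosomes X and Y and the mitochondrial genome, the number shared by mice of both genotypes in the labels as a block, library sizes without the skeletal muscle list, no threshold on the fold change, and each replicate left out in turn. For the gene lists, fry, a correlation estimated from the data, total counts, the block, removal of the skeletal muscle list and each replicate left out were tried. DESeq2 with each replicate left out and with the block was added after seeing the data.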

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

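Skeletal muscle genes stood out in P4 skin. The paper's text does not discuss them, although terms for muscle appear in Figure 7D, and their level in each library labelled DKO lay above each WT library. The list of 61 genes was written before the data were examined, and 58 had enough counts for a test in this skin. Its median log2 fold change was 1.02 (camera with a preset correlation, adjusted p = 2.11e-26, Benjamini-Hochberg over 23 lists), with 54 genes higher and quartiles of 0.76 and 1.23. The list shares 4 genes with the calcium ion transport list and 2 with the developmental myosin list. Gene by gene, 45 members had an adjusted p-value under 0.05 when adjusted over the list alone and 0 over all genes tested (edgeR, Benjamini-Hochberg), with 48 at an unadjusted p-value under 0.05. Under fry the adjusted p-value of the list was 0.152, and with a correlation estimated from the data it was 0.325, and over the alternatives run it ranged from 6.89e-27 to 0.325. The list took 0.852%, 0.826% and 0.922% of the counts in WT replicates 1 to 3, and 2.64%, 1.17% and 1.27% in DKO replicates 1 to 3. *Ttn* alone took 0.411%, 0.39% and 0.45% in WT and 1.39%, 0.53% and 0.64% in DKO. *Tnni2*, *Des* and *Actn2* had the smallest p-values, with log2 fold changes of 1.23, 1.30 and 1.29. Their adjusted p-values over all genes tested were 0.146, 0.153 and 0.153 in edgeR and 0.0701, 0.063 and 0.0795 with the replicate block. DESeq2 gave 2.02e-04, 1.07e-04 and 1.17e-04, so the count of 0 members belongs to the main edgeR fit. *Acta1* and *Neb*, the most abundant members after *Ttn*, had log2 fold changes of 1.14 and 1.02.

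The tests of library size, of GC content and gene length, and of a single library were chosen after the result was seen, and the test of the amount of muscle before. With every library reduced at random to the smallest total, the median was 1.03. The difference stayed at equal totals, which argues against the number of counts alone as its cause. Such a reduction does not remove other differences that may go with a small library, so it decides nothing about those. WT replicate 3 and DKO replicates 2 and 3 held near-equal totals of 14836798, 14950538 and 15050299 counts. Their medians per library for the list were 0.066, 0.70 and 0.47, and WT replicates 1 and 2 had -0.061 and -0.022. These values argue against depth as the whole cause in DKO replicates 2 and 3. For DKO replicate 1, the smallest library, other differences that may go with its size stay open. After removal of the trend of the log2 fold changes on GC content and gene length, the median log2 fold change was 0.97. This argues against such a bias as the whole cause. Without DKO replicate 1 the median was 0.58, so that library carries a large part of the difference, while the other libraries labelled DKO still lay above WT. A higher share of muscle RNA in the samples labelled DKO is a candidate explanation. That 93.1% of the list was higher describes the pattern again and is no separate evidence for it, and a higher share and higher expression within the muscle cannot be told apart from bulk counts of whole skin. Such a share may come from deeper dissection of the skin, from thinner skin above the same muscle layer or from more muscle, and the counts cannot separate these. The paper reports thinner skin in P4 mice of this genotype (Figure 5A), measured from the granular layer down to the panniculus carnosus. Whether the mice sequenced here were among those measured is not given. The genotype itself stays open and was not tested, since it cannot be varied apart from the samples.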

How the results depend on the processing

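The number of called genes in P4 skin depended on the processing. Against 14 with edgeR, 152 genes were called with DESeq2, 210 with no filter on low counts, 22 with total counts only and 35 with the replicate block. It was 16 with RLE size factors, 12 with at least 10 counts in every library, 20 without genes on chromosomes X and Y and the mitochondrial genome, 21 with library sizes without the skeletal muscle list, and 14 with no threshold on the fold change. It ran from 2 to 36 across the 6 fits that each left out one replicate, with 2, 2 and 3 without WT replicates 1, 2 and 3, and 36, 33 and 4 without DKO replicates 1, 2 and 3. With DESeq2, the fits that each left out one replicate, chosen after seeing the data, gave 71, 65 and 68 genes without WT replicates 1, 2 and 3, 66 and 171 without DKO replicates 1 and 3 and 207 without DKO replicate 2, and DESeq2 with the block gave 150. Without the filter, 33677 genes were tested and edgeR's prior degrees of freedom were 40.4 in place of 5.65. The cause was not tested for any of these settings. *Stfa2* and *Krt16* were called under each of the edgeR settings with both thresholds and by DESeq2 with all libraries. *Elovl6* was called by DESeq2 with all libraries and in edgeR under each of these settings that kept all replicates, and lost without WT replicates 1, 2 and 3 and DKO replicate 3. Calls of single genes were not followed in the DESeq2 fits that left out a replicate or used the block. All 14 genes were among those called by DESeq2, without the filter and with the block. The share of called genes that were higher in DKO was 57.1%, and it was 63.2% with DESeq2, 63.3% with no filter, 58.3% with at least 10 counts in every library, 56.2% with RLE size factors, 45.5% with total counts, 42.9% with the block or with library sizes without the muscle list and 40% without the X, Y and mitochondrial genes. It was 100% without WT replicate 1 or 2, where 2 genes were called, 66.7% without WT replicate 3, and 55.6%, 27.3% and 50% without DKO replicates 1, 2 and 3. The median log2 fold change over all genes was 0.0168 with TMM, 0.00601 with RLE and -0.0195 with total counts.

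The paper compares the P4 mutants with WT littermates, and mice of both genotypes share a number in the labels, which is not stated to mark a litter. With that number as a block, 35 genes were called, 15 higher and 20 lower. Pairs that share the number had correlations of residual log2 counts across genes of 0.23, 0.144, -0.0194, -0.00833 and 0.173, and the other pairs had -0.104 to -0.152, with genes not independent replicates.

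*Kctd1* and *Kctd15* kept their direction throughout. *Kctd1* passed an adjusted p-value under 0.05 with no filter (log2 fold change 0.76, adjusted p = 0.0306 in edgeR) and without DKO replicate 1, and ranged from 0.53 to 0.98 (adjusted p from 0.0335 to 0.929) across the fits that each left out one replicate, with 0.98 without DKO replicate 1. *Kctd15* passed with DESeq2 (0.81, adjusted p = 5.91e-04), with no filter (0.80, adjusted p = 0.00293 in edgeR) and without DKO replicate 1, with a range from 0.73 to 0.91 (adjusted p from 0.0173 to 0.619) and 0.91 without DKO replicate 1. The cause was not tested.

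Of the gene lists, 14 passed with the preset correlation, 0 with fry and 0 with an estimated correlation, where both allow for the correlation between genes seen in these libraries. At an unadjusted p-value under 0.05 there were 6 lists with fry, 3 with the estimated correlation and 17 with the preset one. The adjusted count was 15 lists with total counts, 15 with the block, 14 without the muscle list, 12 with the ranking in fgsea, which was chosen after seeing the data, and from 13 to 16 with one replicate left out. The skeletal muscle list kept its median of 1.02 under fry (adjusted p = 0.152) and the estimated correlation (0.325) without passing, had 1.00 with total counts and 0.91 with the block, and ranged from 0.58 to 1.18 with one replicate left out. The sebaceous median minus the adipocyte median stayed negative, from -0.93 without WT replicate 1 to -0.14 without DKO replicate 1.

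Apart from the 5 sex-linked genes and their list, directions reversed only in fits that left out one replicate, for 5 named genes and 7 lists, and the cause was not tested. Across those 6 fits the log2 fold change ranged from -0.21 to 0.23 for *Tfap2a*, from -0.16 to 0.0049 for *Tfap2b*, from -0.032 to 0.66 for *Sox10*, from -0.53 to 0.044 for *Hbb-bs* and from -0.66 to 0.24 for *Hbb-bt*. The median ranged from -0.10 to 0.10 for PPAR signaling, from -0.10 to 0.026 for retinol metabolism, from -0.015 to 0.29 for keratinocyte differentiation, from -0.18 to 0.38 for adipocytes, from -0.069 to 0.0083 for proliferation, from -0.24 to 0.12 for melanocytes and from -0.63 to 0.21 for red blood cells. The list of sex-linked genes had medians from -1.02 without DKO replicate 1 to 0.34 without DKO replicate 3, and its members ranged from -8.35 to 7.81 for *Xist*, from -1.16 to 0.28 for *Uty*, from -1.02 to 0.34 for *Ddx3y*, from -1.03 to 0.35 for *Eif2s3y* and from -0.86 to 0.40 for *Kdm5d*. *Xist*, at 0.002, also changed sign with no filter (-0.001). The anagen hair follicle list did not pass without DKO replicate 1 (adjusted p = 0.258 in camera), nor keratinocyte differentiation without DKO replicate 2 (0.208). The list of collagen cross-linking passed in all settings with camera's preset correlation except without WT replicates 2 and 3 and DKO replicates 1 and 2, with adjusted p-values of 0.0609, 0.144, 0.222 and 0.0814. Among the 105 other gene results, 55 became stronger under at least 1 of the settings that kept all replicates and 0 became weaker, and with one replicate left out 14 became stronger and 11 weaker. Among the 21 other lists, 13 became weaker, under fry and the estimated correlation, and 1 stronger, and with one replicate left out 2 became weaker, 4 stronger and 7 reversed.

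The planned fits of the epidermis, of genes shared between P4 skin and epidermis, of the difference between both comparisons and of all 13 libraries together were not run, since the 7 epidermis libraries hold 0 counts here. *Upk2*, with at most 1 count in a WT library, was removed by the filter on low counts and was called in edgeR with no filter (adjusted p = 7.69e-05).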

Differences from the paper's values

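The number of differentially expressed genes in P4 skin differed from the paper's. The paper's counts are about 110 genes higher and about 59 lower in DKO skin (Fig. 7C, read by eye), against 8 and 6 with edgeR here. Of the alternatives set before the data were examined, DESeq2 gave 96 and 56 and the fit with no filter on low counts gave 133 and 77, both within 1.5 times the paper's counts, and the others did not come that close. DESeq2 is the method the paper's methods name.

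For *Scd1*, the paper's adjusted p-value corresponds to about 7.3 on the negative log10 scale in Fig. 6C, read by eye, against 1.21 here (adjusted p = 0.0617, edgeR with Benjamini-Hochberg adjustment). Among the alternatives set before the data were examined, DESeq2 gave 7.61 and the fit with no filter gave 6.63, within 1.5 times the paper's value on this scale, and the others stayed further away. As p-values, the paper's is about 4.5e-08 (Fig. 6C, read by eye), against 2.48e-08 with DESeq2 and 2.37e-07 with no filter, and neither lies within 1.5 times of it. The negative log10 scale was chosen after the values were seen.

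For *Krt16*, the row with that label in the heatmap has group means of about 20 in WT and about 270 in DKO (Fig. 7B, read by eye), against 235 and 2764 normalized counts here. For *Krt6b*, the labelled row has a WT mean of about 0.33 in Fig. 7B, read by eye, against 20.4 here. None of the alternatives in normalization set before the data were examined (DESeq2's size factors, RLE and total counts) closed these gaps. Set against DESeq2-normalized counts of the 29 genes in the heatmap, the row labelled *Krt16* lay closest to the counts of *Krt6b*, with a largest log2 gap of 0.03, and the row labelled *Krt6b* lay closest to *Upk2*, with 0.05. Each of the other 27 rows lay closest to the gene it names.

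The paper names *Foxi3* and *Krt6* among the genes with a strong increase and *Scd1* among the downregulated ones. With edgeR, *Foxi3* (log2 fold change 2.20, adjusted p = 0.131), *Krt6b* (3.71, 0.146) and *Scd1* (-1.31, 0.0617) were not called. *Foxi3* and *Krt6b* were called with DESeq2 and with no filter on low counts, and *Krt6b* also without DKO replicate 1. *Scd1* was called with DESeq2, RLE size factors, total counts, no filter, without genes on chromosomes X and Y and the mitochondrial genome, with the replicate block, with library sizes without the skeletal muscle list, and without DKO replicate 1 or 2. *Krt6a* (0.51, adjusted p = 0.673) was called under none of the settings.

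The paper's text and the legend of Fig. 7E describe elastic fiber formation, cross-linking of collagen fibrils and activation of matrix metalloproteinases as downregulated in P4 DKO skin. With the lists used here, the median log2 fold changes in DKO against WT were 0.31, 0.17 and 0.34, which is higher in DKO. The panels of Fig. 7E are labelled WT vs DKO. With WT set against DKO, the normalized enrichment scores here, from a ranking chosen after seeing the data, were -2.10, -1.09 and -1.97 (adjusted p = 1.99e-05, 0.382 and 4.22e-04 in fgsea, so the collagen score did not pass), with the same negative sign as the panels' scores of about -1.7, about -1.6 and about -1.7, read by eye.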

Other observations

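The tests on cell composition for *Scd1* and *Elovl6* and the counts of called genes and of gene lists over other splits were set before the results were seen, and the tests on depth, on GC content and length, on single libraries, on paralogs, on the calcium list and on a lower epidermal share were chosen after the results were seen.

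Other splits of the 6 libraries into 3 and 3 number 10 with the real one included. As many called genes as in the real split were found in 1 of the 10 with edgeR, which is the real split itself, and the 9 others gave 0 calls each. At an unadjusted p-value under 0.05, however, WT replicate 1 with DKO replicates 1 and 3 against the rest gave 1775 genes in edgeR, more than the 1512 of the real split, and the other splits gave from 310 to 1291. With DESeq2 it was also 1 of 10, and the next largest count was 21, for WT replicate 1 with DKO replicates 1 and 3 against the rest. With gene lists, 2 of the 10 splits gave as many as 14 past the threshold in camera, since WT replicate 1 with DKO replicates 1 and 2 against the rest gave 16, and the lowest count was 2. With 10 splits the share can never be under 0.1.

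*Scd1* and *Elovl6* were lower in P4 DKO skin. A lower share of adipocytes would lower adipocyte markers as well, and their median was 0.21, with 21 of 29 genes higher. The lowest median of that list under any setting was -0.18, without DKO replicate 1, far from the log2 fold changes of -1.31 and -1.66, which argues against adipocytes as the whole cause. The sebaceous gland markers had a median of -0.35 with 15 of 17 genes lower, which is in line with fewer sebaceous glands in the DKO skin. Lower expression within glands of the same number would give the same values, so fewer glands and less expression per gland cannot be told apart from bulk counts. The sebaceous median was -0.55 without WT replicate 1 and -0.63 without DKO replicate 2. Its most abundant members, *Soat1*, *Krt79* and *Far2*, had log2 fold changes of -0.84, 0.13 and -1.72, and those of the adipocyte list, *Car3*, *Lpl* and *Fabp4*, had 0.41, -0.07 and -0.03. The adipocyte median was 0.38 without WT replicate 1 and 0.38 without DKO replicate 3 (camera, adjusted p = 0.00104 and 1.07e-04), and 0.10 without WT replicate 3, and with the replicate block it was 0.17 (0.0136). The sebaceous list shares 3 genes with fatty acid synthesis and 4 with PPAR signaling.

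Dermal matrix genes were higher in DKO skin. The elastic fiber median was 0.31, and it was 0.22 after removal of the trend on GC content and gene length, which argues against that bias as the whole cause. With every library reduced to the smallest total it was 0.30 (0.2992), which argues against the number of counts alone as the cause. Other differences that may go with a small library stay open. A list of dermal fibroblast genes had a median of 0.32 with 23 of 25 genes higher (camera, adjusted p = 1.77e-05), and 0.21 without DKO replicate 1. Its most abundant genes, *Col1a1*, *Col3a1* and *Col1a2*, had log2 fold changes of 0.40, 0.31 and 0.17. Genes of the anagen hair follicle had a median of -0.30 with 42 of 45 lower (camera, adjusted p = 4.71e-08), which was -0.04 without DKO replicate 1, where the list did not pass (adjusted p = 0.258), and -0.76 without DKO replicate 2. Its most abundant genes, *Tchh*, *Krt71* and *Krt25*, had -0.66, -0.73 and -0.58. The groups overlapped in the median per library for the elastic fiber, fibroblast and anagen lists. A lower share of epidermal and hair follicle cells would raise the markers of all other cells alike. The lower quartile of the skeletal muscle list lay 0.36 above the upper quartile of the fibroblast list, which argues against this as the only difference. A lower epidermal share together with more muscle stays open, as does a change in the fibroblasts.

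Imprinted growth genes had a median of 0.52 with 24 of 28 genes higher (camera, adjusted p = 1.1e-05, and 0.322 under fry). *Dlk1*, *Rtl1* and *H19* had the smallest p-values, with log2 fold changes of 1.18, 1.05 and 1.11. The groups overlapped in the median per library. The median was 0.48 after removal of the trend on GC content and gene length, which argues against that bias as the whole cause. At equal depth it was 0.50 (0.4987), which argues against the number of counts alone as the cause. Without DKO replicate 1 the median was 0.15, and the list still passed in camera (adjusted p = 0.0199). In the median per library, DKO replicates 2 and 3 (0.10 and 0.15) lay below WT replicate 1 (0.19). A pattern beyond DKO replicate 1 therefore cannot be told apart from a difference of that mouse with the data of 3 mice. No biological explanation was tested.

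Genes of calcium ion transport had a median of 0.26. More skeletal muscle in the RNA may account for part of this, since the 17 members of the muscle contraction machinery, a split written after the values were seen, were all higher with a median of 0.95. The other 42 members had a median of 0.11, with 27 higher (unadjusted p = 0.0525 in camera), so a smaller rise outside muscle cannot be told apart from none. The planned fit without the skeletal muscle list kept 55 members at a median of 0.21 (adjusted p = 1.25e-04 in camera). Only the 4 shared genes were removed there, and other members of the muscle machinery stayed in, so that fit cannot decide the question.

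Reads may have been divided among paralogs by the counting. The 8 members of the *Stfa* family in the annotation, summed, had a log2 ratio of 0.65 (DKO over WT), with *Stfa2* at 3.25, *Stfa1* at -4.2e-04 and *Stfa3* at 0.18, so reads moved within the family would not give the rise of *Stfa2*. The sum of *Krt6a* and *Krt6b* had a log2 ratio of 0.63, which decides nothing, since *Krt6a* holds most of the reads. If a constant share of *Krt6a* reads were counted as *Krt6b*, *Krt6b* would follow *Krt6a*. In replicates 1 to 3, *Krt6a* had 1322, 2399 and 2220 normalized counts in WT and 2157, 3331 and 2968 in DKO. *Krt6b* had 16.3, 30.6 and 14.3 in WT and 586, 124 and 109 in DKO. These values argue against a constant share as the source of the rise. A share that differs between libraries stays open. Without DKO replicate 1 the log2 fold change of *Krt6b* was 2.48 in place of 3.71 (edgeR, adjusted p = 0.0095).

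Among the remaining lists, camera gave medians of 0.47 for alarmins and wound response (adjusted p = 1.23e-05, 14 of 17 higher), -0.23 for epidermal T cells and Langerhans cells (2.13e-04, 11 of 15 lower) and 0.71 for developmental myosins (4.99e-04, 8 of 9 higher). The developmental myosin median was 0.25 without DKO replicate 1, and the median of epidermal T cells and Langerhans cells was -0.72 without DKO replicate 2. Lists that did not pass were hair follicle stem cells (0.11, adjusted p = 0.0566), red blood cells (-0.15, 0.0655), proliferation (-0.04, 0.257), regulation of lipid storage (0.11, 0.318), retinol metabolism (-0.02, 0.325), PPAR signaling (-0.0010, 0.462), melanocytes (-0.03, 0.462) and the sex-linked genes (-0.24, 0.72). Of these, hair follicle stem cells passed without DKO replicate 1 (0.10, 0.0401), red blood cells without DKO replicate 1 (-0.25, 0.039) or 2 (-0.63, 0.00572) and melanocytes without WT replicate 1 (-0.24, 0.021). *Tfap2a* and *Tfap2b* had log2 fold changes of 0.05 and -0.09 in P4 skin.

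*Xist* had 55712 counts in WT replicate 3 and 57154 in DKO replicate 3, and at most 144 in the other 4 libraries, where *Ddx3y* had between 690 and 1416 counts. The gene *Gm26917* took between 2.6% and 4.97% of the counts of a library.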
